# A secretome atlas of cardiac fibroblasts from healthy and infarcted mouse hearts

**DOI:** 10.1038/s42003-025-08083-y

**Published:** 2025-04-29

**Authors:** Jasmin Bahr, Gereon Poschmann, Andreas Jungmann, Martin Busch, Zhaoping Ding, Jens Vogt, Ria Zalfen, Julia Steinhausen, Arlen Aurora Euan Martínez, Thorsten Wachtmeister, Daniel Rickert, Tobias Lautwein, Christina Alter, Junedh M. Amrute, Kory J. Lavine, Karl Köhrer, Bodo Levkau, Patrick Most, Kai Stühler, Julia Hesse, Jürgen Schrader

**Keywords:** Myocardial infarction, Diagnostic markers, Myocardial infarction, Myocardial infarction, Proteomics

## Abstract

Cardiac fibroblasts (CF) are key players after myocardial infarction (MI), but their signaling is only incompletely understood. Here we report a first secretome atlas of CF in control (cCF) and post-MI mouse hearts (miCF), combining a rapid cell isolation technique with SILAC and click chemistry. In CF, numerous paracrine factors involved in immune homeostasis are identified. Comparing secretome, transcriptome (SLAMseq), and cellular proteome disclose protein turnover. In miCF at day 5 post-MI, significantly upregulated proteins include SLIT2, FN1, and CRLF1 in mouse and human samples. Comparing the miCF secretome at days 3 and 5 post-MI reveals the dynamic nature of protein secretion. Specific in-vivo labeling of miCF proteins via biotin ligase TurboID using the POSTN promotor mirrors the in-vitro data. In summary, we identify numerous paracrine factors specifically secreted from CF in mice and humans. This secretome atlas may lead to new biomarkers and/or therapeutic targets for the activated CF.

## Abstract (web summary)

Secretome analysis of infarct-activated cardiac fibroblasts reveals the dynamic secretion of numerous paracrine factors in cardiac healing; this secretome atlas might serve as resource for new diagnostic and therapeutic targets.

## Introduction

Cardiac fibrosis is a common feature of ischemic heart disease and several other disease states, such as diabetes mellitus, and aging^1,2^. Fibrosis increases myocardial stiffness, thereby impairing cardiac function, which ultimately progresses to end-stage heart failure. Numerous studies emphasized, that the severity of cardiac fibrosis in patients correlates with adverse cardiac events and mortality^3^. However, no treatment is presently available to prevent excessive fibrosis.

Cardiac fibrosis is defined as an increase in myocardial extracellular matrix (ECM) deposition by cardiac fibroblasts (CF)^4^, in that the equilibrium between synthesis and degradation of the individual ECM components is disturbed. Proteomic analysis revealed that 90% of cardiac ECM is composed of ten different proteins, including collagens (collagens I, III, and IV), non-collagenous glycoproteins (fibronectin and laminins), proteoglycans, glycosaminoglycans, and elastins^5^. A fundamental feature of the ECM is that it is altered during inflammation, injury, or infection and with age^6^. It is now being appreciated, that CF not only secrete ECM components, that provide dynamic tissue organization and integrity, but also signaling molecules participating in many biological functions^7^. The endogenous mechanisms that restrain pro-fibrotic signals to protect the myocardium from progressive fibrosis are presently unknown.

Recent single-cell transcriptomics data suggest that CF express various paracrine factors which may signal to surrounding cells^8,9^. To this end, multiple secretory pathways (classical exocytosis and unconventional protein secretion (UPS)) have evolved for optimal precision and timing of intercellular dialogs^10^. Despite its importance in cell-cell interaction, the individual proteins which are secreted from MI-activated CF so far have neither been fully defined nor has their communication with surrounding cells been entirely explored.

In previous studies, the release of bioactive factors from CF has been assessed mostly indirectly and documented the profound effects of CF-conditioned medium on cardiomyocytes^11,12^. Interestingly, mice ablated for PDGFRα^+^ fibroblasts better preserved cardiac function after MI as compared to wildtype controls^13^, again suggesting that the secretome of CF is functionally important. However, up to now there is no study that has rigorously assessed the secretome of CF under in-vivo like conditions. All previous studies reported on the secretome of CF isolated from mice^14^ and from human endomyocardial biopsies^15^ were carried out under serum-free conditions, which very likely critically influence the cellular secretome^16^.

The present study is the first to define the CF secretome in the non-ischemic and the ischemic heart using a combination of a rapid CF isolation technique together with stable isotope labeling using amino acids (SILAC) and click chemistry-based protein enrichment which permitted analysis under optimal, i.e., serum-containing, conditions. Aside of many proteins of the ECM, we identified numerous paracrine/autocrine factors that are specifically secreted from CF of healthy and infarcted hearts in mice and humans. The identified proteins in this secretome atlas may serve as a rich source to study in the future in more detail cell-cell interactions and/or to identify novel diagnostic markers for the infarct-activated fibroblast.

## Results

### Secretome analysis of cCF

For the comprehensive secretome analysis of CF isolated from the unstressed control heart (cCF) and the post-MI heart (miCF), we used a fast (9 min) cell isolation protocol^17^ and short-term culture with 10% FBS, combined with click chemistry-based protein enrichment and SILAC labeling for robust protein quantification by LC-MS/MS^18^ (Fig. 1).

**Fig. 1:**
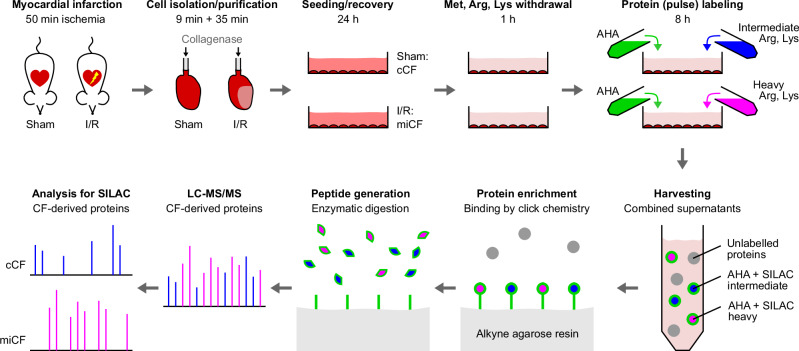
Workflow of comparative secretome analysis of CF from sham control hearts (cCF) and infarcted hearts (miCF). CF were isolated from mouse hearts 5 days after MI (50 min ischemia/reperfusion, I/R; miCF) or sham surgery (sham; cCF) and cultured in conventional cell culture medium containing 10% FBS for 24 h. Amino acids L-methionine (Met), L-arginine (Arg), and L-lysine (Lys) were withdrawn for 1 h and subsequently replaced by azidohomoalanine (AHA) together with either intermediate or heavy Arg and Lys isotypes ([^13^C_6_] Arg, [4,4,5,5-D_4_] Lys or [^13^C_6_, ^15^N_4_] Arg, [^13^C_6_, ^15^N_2_] Lys, respectively). After incubation for 8 h, cCF and miCF supernatants were harvested and combined. Newly synthesized, AHA-containing proteins were bound to an agarose-resin by click chemistry. After stringent washing to remove non-bound proteins, remaining proteins were enzymatically digested and eluted peptides were applied to LC-MS/MS. In the following data analysis, intermediate and heavy isotype labels were used to assign peptides to cCF and miCF samples.

In cCF isolated from sham control hearts we identified a total of 122 proteins, of which the majority of proteins (92%) were predicted to be secreted (Fig. 2A, Supplementary Data 1), either conventionally (Conv) or via UPS, indicating active release from cCF. In line with the key role of CF in maintaining structural tissue integrity, ECM-associated proteins accounted for about two thirds of the total protein amount (Fig. 2B). A major fraction of ECM proteins were collagen chains (Fig. 2C). We also found substantial secretion of proteins involved in collagen stabilization or turnover, such as lysyl oxidases (LOX, LOXL1-3), lysyl hydroxylases (PLOD1, 3), matrix metalloproteinases (MMP2, 3), as well as tissue inhibitors of metalloproteinases (TIMP1-3), which together are likely to be involved in continuous matrix maintenance.

**Fig. 2:**
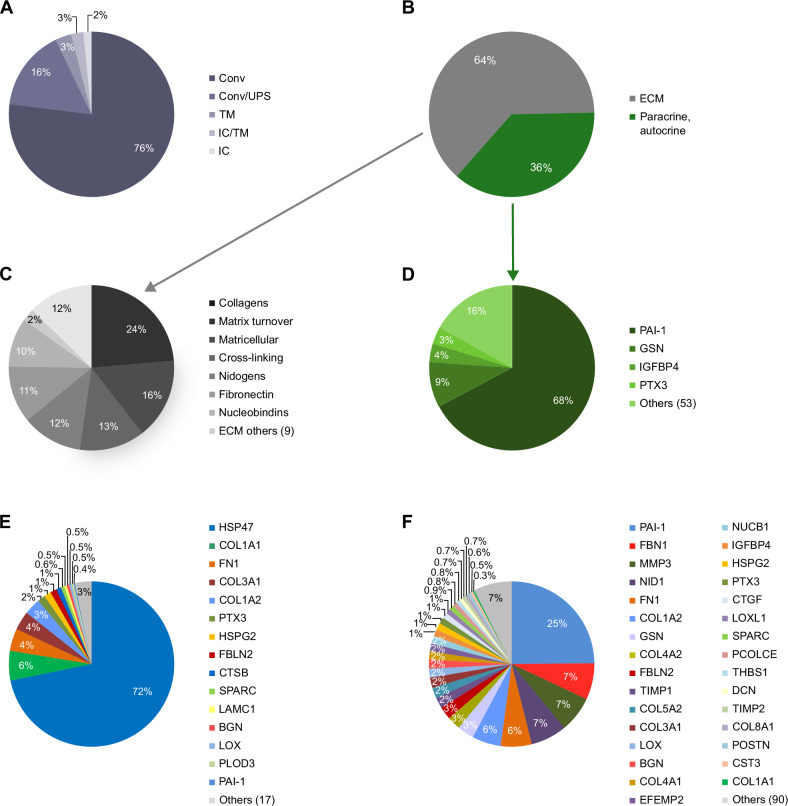
Secretome analysis in cCF. LC-MS/MS data identified 122 secreted proteins in cCF isolated from sham control mouse hearts 5 days after surgery (*n* = 4; source data in Supplementary Data 1). **A** Protein localization as predicted by OutCyte^62^. Shown is the percentage of released proteins classified as conventionally secreted (Conv), unconventionally secreted (UPS), intracellular (IC), and transmembrane (TM) proteins. **B** Protein intensity fractions of cCF secretome categorized as ECM-associated proteins and paracrine/autocrine factors according to KEGG annotation and PubMed search. **C** Subcategories of ECM-associated proteins. **D** Subcategories of proteins assigned as paracrine/autocrine factors. **E** Relative intracellular levels (intensities) measured in cell lysates of proteins that were identified in cCF secretome analysis (32 of the 122 secreted proteins). **F** Protein intensity representation of all proteins secreted from cCF.

In addition to the ECM-associated proteins, the cCF secretome contained multiple proteins with potential paracrine and/or autocrine function (Fig. 2D), which amounted to 36% of the total measured protein intensity (Fig. 2B). The most abundant paracrine factor was plasminogen activator 1 (PAI-1, *Serpine1*), representing 68% of paracrine/autocrine protein intensity (Fig. 2D) and 25% of the total secretome (Fig. 2F). PAI-1 has been shown to control cardiac transforming growth factor-β (TGF-β) production and loss of PAI-1 results in cardiac fibrosis^19^. Supplementary Table 1 summarizes secreted proteins with reported biological function. In addition to PAI-1, this includes gelsolin (GSN), secreted frizzled-related protein-1 (SFRP1) and slit homolog 2 protein (SLIT2) as well as proteins influencing the complement system such as pentraxin-related protein 3 (PTX3) and complement C3 (C3). Immune homeostasis may be influenced by tyrosine-protein kinase receptor UFO (AXL), chemokine (C-C motif) ligand 2 (CCL2), and superoxide dismutase 3 (SOD3). Angiogenesis may be promoted by insulin-like growth factor binding protein 4 (IGFBP4), angiopoietin-like 4 (ANGPTL4), beta-nerve growth factor (NGF), and pigment epithelium-derived factor (PEDF, *Serpinf1*). Finally, proteins were secreted that are known to confer cardioprotection such as IGFBP4, NGF, and SFRP1, as well as proprotein convertase subtilis/kexin 6 (PCSK6). Note that several of the above proteins have previously not been assigned to CF as a primary site of production, such as AXL, IGFBP4, and PCSK6. Together these data suggest that cCF secrete numerous biologically active proteins that can signal to a variety of surrounding cardiac cells to maintain tissue integrity and homeostasis under unstressed conditions.

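SLAMseq measures transcript levels and newly made RNA in one library. CF are given 4-thiouridine (S4U), a uridine analog that is built into RNA during the labeling time, and alkylation of the incorporated S4U makes it read as C in place of T. The share of T positions read as C, the T>C conversion rate, therefore rises with the fraction of a transcript made during labeling. The libraries analysed here came from CF of healthy mouse hearts, 3 incubated with 0.1 mM S4U for 12 h and 2 incubated for the same time without S4U. The authors moved the unique molecular identifiers (UMI) into the read headers, mapped the reads of the 3′ end libraries to mm39 with SLAM-DUNK, removed duplicates with umi-tools and deposited, for each 3′ UTR interval of each library, the reads, the covered T positions, the T>C conversions and a CPM value. Each deposited table has 97442 rows, which hold 40428 distinct intervals of 20365 gene names. Repeated rows were used once, and a gene was represented by its interval with the highest mean CPM in the labeled libraries. On these intervals, 1576048, 1194971 and 506045 reads were counted in labeled replicates 1, 2 and 3, and 1842898 and 996069 in unlabeled replicates 1 and 2. The paper's target was 50 mio reads per sample, and the values used here rest on the counted reads. The deposited CPM equals the reads of an interval divided by one number per library, which was 11942554, 14096370 and 14616278 for the labeled and 14498918 and 10975173 for the unlabeled libraries, in reads per library. This number exceeded the counted reads by a factor of 7.58, 11.8 and 28.9 in the labeled libraries, so that the CPM of most genes was lowest in labeled replicate 3 and part of the SD of a mean CPM reflects this scale. The SD was a median of 65.8% of the mean in the deposited CPM and 28.7% in CPM relative to counted reads, over 9807 genes. CPM values are given as deposited, and CPM that divide by the counted reads are called CPM relative to counted reads.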

To gain further insight into the dynamics of protein secretion/turnover from cCF, we compared our secretome data with corresponding intracellular proteome data (Fig. 2E, Supplementary Data 2) and transcriptome data (Supplementary Data 3) that were generated by SLAMseq (see Methods). 

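Of the 122 proteins of the cCF secretome, 121 were in the copy of Supplementary Data 1 used here, and all 121 had a gene name in the SLAMseq tables, 2 of them under a newer symbol. Reads were counted in every labeled library for 119 of these genes. The median transcript level of all 121 was 35.3 CPM, and 27 genes had a mean of at least 100 CPM. Across the 118 genes with a mean secretome intensity of CF from sham control hearts in the study's table, transcript level and secretome intensity had a Spearman correlation of 0.47 (permutation test across genes, two-sided, p = 1e-05, the smallest p that 100000 resamples can give). Genes are not independent replicates, no other correlation was given a p, and the intensities are the study's. The secretome came from sham control hearts and the transcripts from healthy hearts. Leaving out the 10 highest transcripts moved the correlation most, to 0.42. The 99 genes of the list with at least 1000 covered T positions in every library had a median T>C conversion rate of 0.0188 in the labeled libraries, with quartiles at 0.0137 and 0.0307. The median over all 2107 genes covered as deeply was 0.0388.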

The graphical display of combined data in Fig. 3 enables a direct comparison of the secretome, proteome and transcriptome for all proteins secreted by cCF. It can be seen that PAI-1 (*Serpine1*), in contrast to its high secretion (Fig. 2F), amounted to only 0.4% of the intracellular intensity of secreted proteins (Fig. 2E). Together with substantial PAI-1 transcript levels and a high T>C conversion rate indicating active RNA synthesis (Supplementary Table 2), this suggests rapid intracellular turnover and immediate secretion of this central suppressor of cardiac fibrosis. In contrast, heat shock protein 47 (HSP47, *Serpinh1*), which is a member of the serpin protein family involved in assembly of triple-helical procollagen molecules in the ER^20^, accounted for 72% of the intracellular intensity of secreted proteins (Fig. 2E) and showed substantial transcription, but only low secretion (Fig. 3, Supplementary Table 2). Similarly, collagen chains COL1A1, COL1A2, and COL3A1 exhibited high intracellular protein levels as well as elevated mRNA transcript abundances, but their secretion seemed to be relatively low (Fig. 3, Supplementary Table 2). It is important to note that the observed secretome ECM protein levels might be underestimated, given the tendency of these proteins to remain primarily attached to the cell culture plates^21^. Also note, that many of the proteins secreted from cCF were below detection limit in the intracellular proteome analysis (90 of 122 proteins), indicating small intracellular protein pool sizes and therefore high cellular turnover. This includes paracrine factors, such as insulin-like growth factor (IGF1) and the chemokine CCL2, also known as monocyte chemoattractant protein 1 (MCP1) (Supplementary Table 2).

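*Serpinh1* (ENSMUSG00000070436.14) lies on the minus strand, and the interval used, which has the same labeled reads as the other of its 2 intervals, covers part of the 3′ UTR in the last exon, on chromosome 7 of GRCm39 from 98994582 to 98995326. Its transcript level was 236 ± 117 CPM (SD, n = 3 labeled libraries) and its rank was 16 among the secretome genes. In CPM relative to counted reads, its level was 2651, 2854 and 3346. The T>C conversion rate of *Serpinh1* was 0.0218 ± 0.00170 (SD, n = 3), from 41675 to 100803 covered T positions per library. In the unlabeled libraries it was 0.000662 and 0.000605 (beta-binomial test against the labeled libraries, p = 1.53e-07). The log2 fold change of its reads, labeled against unlabeled, was 0.66 (standard error 0.25, adjusted p = 0.774 over all genes from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With the replicate number as a block, it was 0.53 (adjusted p = 0.00665), from a fit with 1 residual degree of freedom. The paper states that unlabeled cells were incubated in parallel, without saying that a replicate number marks a shared preparation.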

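The 3 collagen transcripts were counted on single 3′ UTR intervals, for *Col1a1* on chromosome 11 of GRCm39 from 94842446 to 94843868, for *Col1a2* on chromosome 6 from 4540663 to 4541543 and for *Col3a1* on chromosome 1 from 45387908 to 45388866, each within the last exon. The mean transcript level over the 3 labeled libraries was 1096 ± 651 CPM (SD) for *Col1a1*, 870.1 ± 398 CPM for *Col1a2* and 686 ± 398 CPM for *Col3a1*. They held ranks 1, 3 and 4 among the secretome genes. The differences between them in deposited CPM were smaller than the SD of *Col1a1*. In CPM relative to counted reads, the order *Col1a1*, *Col1a2*, *Col3a1* held in each of the 3 labeled libraries. Their T>C conversion rates were lower than those of most transcripts. The rate was 0.0259 ± 0.00199 (SD, n = 3) for *Col1a1*, higher than 10.7% of the intervals with at least 1000 covered T positions in every library, 0.0200 ± 0.000741 for *Col1a2*, higher than 7.22%, and 0.0151 ± 0.00143 for *Col3a1*, higher than 4.25%. Each rested on at least 105501 covered T positions per labeled library. The background rate in unlabeled replicates 1 and 2 was 0.00137 and 0.000418 for *Col1a1*, 0.00160 and 0.00173 for *Col1a2*, and 0.00171 and 0.00120 for *Col3a1*. Beside these transcript levels, the paper sets high intracellular levels of the 3 chains and states that their secretion seemed relatively low.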

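Transcripts of both factors were detected in each library. *Igf1* was counted on the more highly read of its 2 intervals, on chromosome 10 of GRCm39 from 87766563 to 87772909, in the last exon and reaching a few bases past its annotated end, at 53.8 ± 40.9 CPM (SD, n = 3 labeled libraries) from 251, 655 and 1169 reads in replicates 3, 2 and 1. *Ccl2* was counted on chromosome 11 from 81928005 to 81928278, also in the last exon, at 36.9 ± 33.6 CPM (SD, n = 3). Labeled replicate 1 decided much of both means. Without it, the Igf1 transcript level (CPM) was 31.8 and the Ccl2 transcript level (CPM) was 18.1. The T>C conversion rate of *Ccl2* was 0.0524 ± 0.00246 (SD, n = 3) from 4412 to 25122 covered T positions per labeled library, and that of *Igf1* was 0.0395 ± 0.00158 (SD, n = 3) from 4661 to 20302. Every labeled library had a higher rate for *Ccl2* than for *Igf1*.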

**Fig. 3:**
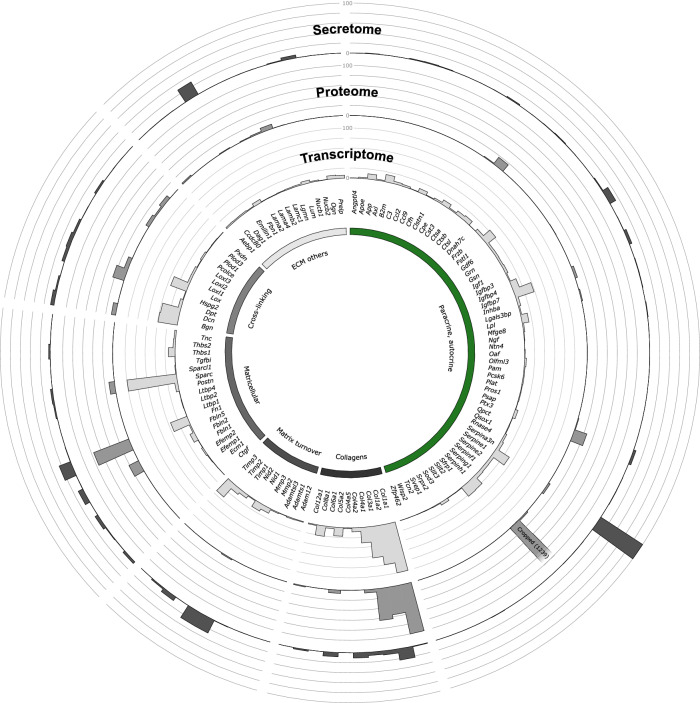
Comparison of secretome, proteome, and transcriptome in cCF. Gene expression (transcript levels, light gray bars; source data in Supplementary Data 3), cellular proteome (protein intensities, gray bars; source data in Supplementary Data 2), and secretome (protein intensities, dark gray bars; source data in Supplementary Data 1) of the 122 proteins identified in cCF secretome analysis. Data are shown in a Circos^64^ plot as means of *n* = 3 (transcriptome) and *n* = 4 (secretome, proteome) of cCF preparations from unstressed hearts. To permit comparison, mean value of the gene/protein with the highest expression in the transcriptome (COL1A1, *Col1a1*) and secretome (PAI-1, *Serpine1*) was set to 100%. Due to the dominance of HSP47 (*Serpinh1*) in the proteome, the second highest value (COL1A1) was set to 100% and HSP47 (=1239%) was cropped to allow visualization of lower-abundant proteins.

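*Col1a1* had the highest mean CPM of the secretome genes, with *Sparc* next at 1091 ± 435 CPM (SD, n = 3 labeled libraries), 99.5% of *Col1a1*. The difference between them was smaller than either SD, and *Col1a1* was the higher of the pair in 1 of 3 labeled libraries. In CPM relative to counted reads, *Sparc* had a mean of 14329 ± 3654 (SD, n = 3) and *Col1a1* of 13036 ± 269.8, which puts *Sparc* first. The next transcripts by deposited CPM after the collagen chains were *Bgn* at 429 CPM and *Igfbp7* at 419 CPM. *Sparc*, *Bgn* and *Igfbp7* were chosen by rank after their values were seen. In the unlabeled libraries, the interval of *Sparc* had a T>C rate of 0.0108 in replicate 1 and 0.00661 in replicate 2.

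**Figure D1:**
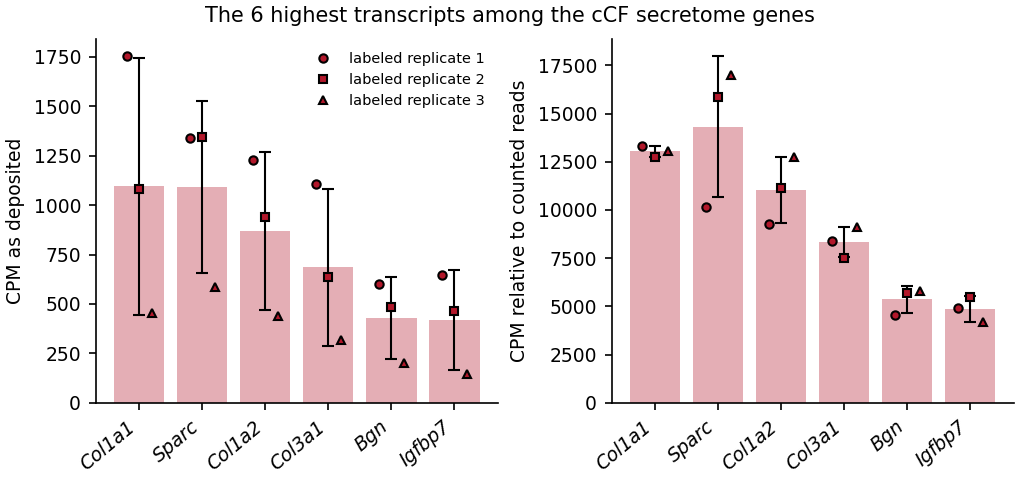
The 6 secretome genes with the highest mean CPM, as deposited (left) and in CPM relative to counted reads (right), with bars at the mean, error bars for the SD and a point for each of the 3 labeled libraries. The deposited CPM of *Col1a1* runs from 452 to 1754 and its CPM relative to counted reads from 12755 to 13293.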

To address cell-cell communication between secreted paracrine factors and target receptors on individual cardiac cell types, receptors for paracrine factors were selected from the ligand-receptor database of CellTalkDB^22^ and their expression was analyzed in a publicly available snRNAseq data set of murine cardiac cells, including CM^23^. The interactome plot (Supplementary Fig. 2) revealed, that cCF-derived paracrine factors can signal to multiple cardiac cell types because of the broad expression of their respective target receptors.

To explore whether the secreted proteins are CF-specific, we searched a published murine cardiac scRNAseq data set^23^ for the cellular distribution of the identified secretome proteins. As summarized in Supplementary Fig. 3 and 4, many of the proteins were found to be predominantly expressed by CF. Particularly GSN, highly secreted from cCF (Fig. 2D), showed high expression levels (Supplementary Fig. 4). On the other hand, C3 and SLIT3 were highly and preferentially expressed in epicardial cells. To further explore the translational potential of our findings in mice, we made use of recent snRNAseq and CITE-seq data sets generated by two of the coauthors (K.L. and A.J.) on human donor hearts, which were obtained from brain-dead individuals with no known cardiac disease and normal left ventricular function^24–26^. Note, that samples for the human data sets were acquired from the left ventricular apex, while the whole heart was used for the mouse data set. Nevertheless, a direct comparison of the mouse with human data showed a remarkable similar distribution pattern at the gene expression level of the extracellular matrix proteins (Supplementary Fig. 3) and secreted paracrine/autocrine factors (Supplementary Fig. 4). Similar to mice, GSN was highly expressed in human CF and both C3 and SLIT3 transcripts were preferentially found in human epicardial cells (Supplementary Fig. 4).

### MI-induced changes in the CF secretome

To explore MI-induced changes in the CF secretome, we isolated activated fibroblasts (miCF) from infarcted mouse hearts (50 min I/R, 5 days after surgery). As shown in Fig. 4A, we identified 31 proteins which were only detected in the miCF secretome together with 122 proteins that were already present in the cCF secretome. Of all 153 identified proteins, 28 proteins were found to be significantly upregulated when comparing the miCF with the cCF secretome (Fig. 4B, Supplementary Data 1).

**Fig. 4:**
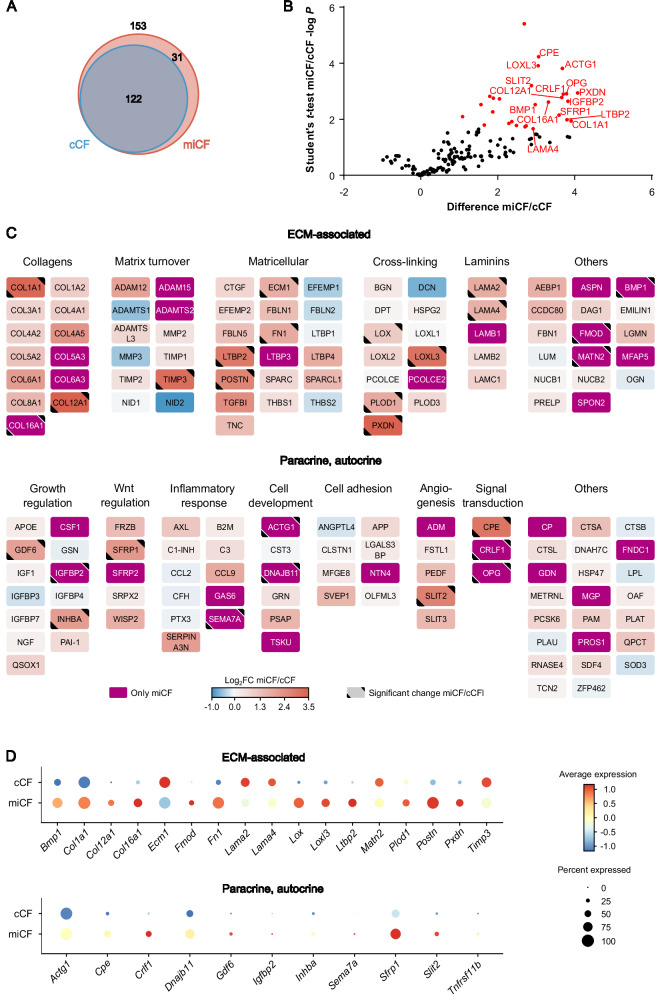
MI-induced changes of the CF secretome 5 days after infarction. LC-MS/MS analysis identified 153 secreted proteins from post-MI CF (miCF) isolated from mouse hearts 5 days after I/R surgery (*n* = 4; source data in Supplementary Data 1). These data were compared to the basal secretome data (122 proteins) of cCF isolated from sham-operated hearts 5 days after surgery (*n* = 4; source data in Supplementary Data 1). **A** Venn diagram^65^ of identified proteins. **B** Volcano plot of differentially secreted proteins. Proteins with significantly different intensities in cCF and miCF samples (Student’s *t* test-based SAM analysis, 5% FDR, *S*_0_ = 0.1) are highlighted in red (28 proteins). For statistical significance analysis of secreted proteins which were only detected in miCF, an imputation approach of missing base values was performed, using values taken from a downshifted normal distribution (details in Methods). Names of top 15 proteins with highest difference between cCF and miCF are annotated. The shown difference refers to the difference of group mean values of log_2_ transformed intensities. **C** Log2 fold changes (FC) of protein intensities between miCF and cCF samples visualized with Cytoscape^66^. Proteins were grouped in subcategories ECM-associated proteins and paracrine/autocrine factors. **D** Transcript levels of the 28 significantly changed proteins in the transcriptome of CF of mouse hearts 5 days after I/R (miCF) or sham surgery (cCF) (*n* = 3 each). Previously published scRNAseq data of cCF and miCF^8^ were re-analyzed and expression levels in the total cCF/miCF population are visualized as dot plots.

Figure 4C summarizes in a graphical manner the changes in the 153 proteins categorized into ECM-associated proteins and paracrine/autocrine factors. Some cardiac functions reported in the literature for the identified proteins are listed in Table 1. As can be seen, the ECM proteins that were found to be significantly enriched (Fig. 4C) included several proteins with known pro-fibrotic function, such as bone morphogenetic protein 1 (BMP1, only detected after MI), lysyl oxidase homolog 3 (LOXL3), periostin (POSTN), extracellular matrix protein 1 (ECM1), but also fibromodulin (FMOD, only detected after MI) with reported strong anti-fibrotic action. Levels of collagen chains COL1A1, COL12A1, and COL16A1 (only detected after MI) were also significantly enhanced (Fig. 4C). Increased proteins also included TIMP3, known to promote angiogenesis, as well as peroxidasin (PXDN) and fibronectin (FN1), which both have a reported pro-apoptotic activity in cardiomyocytes^27,28^. Note, that levels of several proteins like ADAM metallopeptidase with thrombospondin type 1 motif 1, MMP3, nidogen-2, EGF-containing fibulin-like extracellular matrix protein 1, thrombospondin 2, and decorin (DCN) were reduced in the secretome of miCF as compared to cCF (Fig. 4C), but differences did not reach the level of significance.

**Table 1:** Reported functions of selected ECM-associated proteins and paracrine/autocrine factors significantly enriched in the miCF secretome as compared to the cCF secretome

	Protein; *gene*	FC	Function in cardiac ischemic stress response	Ref.
ECM-associated proteins	**Bone morphogenetic protein 1 (BMP1);** ***Bmp1***	-	Promotes cardiac fibrosis	^77^
	**Fibromodulin (FMOD);** ***Fmod***	-	Anti-fibrotic effects in cultured CF	^47^
	**Peroxidasin (PXDN);** ***Pxdn***	11	Contributes to I/R-induced cardiac dysfunction	^78^
	**Tissue inhibitor of metalloproteinase 3 (TIMP3);** ***Timp3***	9	Improves myocardial remodeling by promoting angiogenesis	^79^
	**Lysyl oxidase homolog 3 (LOXL3);** ***Loxl3***	8	Promotes cardiac fibrosis by activating mTOR	^80^
	**Periostin (POSTN);** ***Postn***	6	Participates in MI-induced fibrosis through CREB	^81^
	**Procollagen-lysine,2-oxoglutarate 5-dioxygenase 1 (PLOD1);** ***Plod1***	4	Stabilizes collagen during fibrosis	^82^
	**Fibronectin (FN1);** ***Fn1***	4	Promotes adverse cardiac remodeling, inflammation, and fibrosis	^28^
	**Extracellular matrix protein 1 (ECM1);** ***Ecm1***	3	Leads to CF stimulation and fibrosis	^83^
	**Lysyl oxidase (LOX);** ***Lox***	2	Contributes to adverse cardiac remodeling	^84^
Paracrine/autocrine factors	**Cytokine receptor like factor 1 (CRLF1);** ***Crlf1***	-	Increases collagen production, CF proliferation, viability and myofibroblast transformation	^85^
	**Insulin-like growth factor binding protein-2 (IGFBP2);** ***Igfbp2***	-	Prognostic biomarker for heart failure patients	^49^
	**Osteoprotegerin (OPG);** ***Tnfrsf11b***	-	Elevated plasma levels in patients are associated with increase of cardiovascular events	^51^
	**Semaphorin 7A (SEMA7A);** ***Sema7a***	-	Promotes thrombo-inflammation in MI	^86^
	**Carboxypeptidase E (CPE);** ***Cpe***	8	Inhibits proliferation and apoptosis in primary cardiomyocytes	^87^
	**Slit homolog 2 protein (SLIT2);** ***Slit2***	7	Inhibits inflammatory response and maintains myofilament contractile properties post-MI	^88^
	**Secreted frizzled-related protein 1 (SFRP1);** ***Sfrp1***	5	Reduces fibrosis, inhibits CM apoptosis and improves cardiac function after MI	^48^
	**Activin A (Inhba dimer);** ***Inhba***	4	Impairs human cardiomyocyte contractile function	^89^
	**Growth differentiation factor 6 (GDF6);** ***Gdf6***	4	Enhances angiogenesis	^90^

In addition to the 17 significantly enriched ECM-related proteins, we identified 11 significantly enhanced paracrine/autocrine factors in the miCF secretome (Fig. 4C). Among these were semaphorin 7A (SEMA7A; only detected after MI), which is known to mediate thrombo-inflammation, and growth differentiation factor 6 (GDF6), which can promote angiogenesis (Table 1). Notably, two proteins only detected in the miCF secretome, insulin-like growth factor binding protein 2 (IGFBP2) and osteoprotegerin (OPG), have already been reported as prognostic biomarker in human heart failure and additional cardiovascular events, respectively.

The list also includes several proteins with reported cardioprotective activity, such as carboxypeptidase E (CPE), Wnt/β-catenin pathway inhibitor SFRP1, and SLIT2. To explore whether these proteins might be of functional relevance, we assessed the anti-apoptotic activity of cell supernatants derived from cCF and miCF on isolated primary mouse cardiomyocytes, subjected to hypoxia to simulate ischemia/reperfusion (I/R) injury. While cCF-conditioned medium did not prevent I/R-induced cardiomyocyte cell death, cardiomyocyte cell viability was no longer significantly reduced in the presence of miCF-conditioned medium (Supplementary Fig. 5, Supplementary Data 6). This indicates that the secreted factors from miCF can effectively attenuate apoptosis/cell death in hypoxia-stressed cardiomyocytes.

To study whether the enhanced protein secretion by miCF is reflected by respective changes in gene expression, we analyzed scRNAseq data sets previously obtained by us under identical experimental conditions (CF isolated from sham control hearts and infarcted hearts 5 days post I/R)^8^. As displayed in Fig. 4D, 12 out of the 17 enhanced ECM-related secretome proteins and all of the enhanced paracrine factors also showed higher gene expression levels in miCF compared to cCF. This indicates that upregulation at the transcriptional level can explain the increased protein secretion.

To investigate, whether the identified 28 proteins that were significantly enriched in the miCF secretome are also predominantly expressed in CF in comparison to other cardiac cell types, we made use of scRNAseq data previously published by us^29^ as well as data from acute MI patients (AMI, <3 months post-MI)^24–26^. As summarized in Fig. 5A, genes encoding the enriched ECM-related secretome proteins and paracrine/autocrine factors were for the most part selectively expressed in miCF in mice and humans. Note, that the expression of the proteins was rather heterogeneously distributed within the different miCF populations in mice. The overlap between mice and humans was less pronounced for paracrine/autocrine factors (Fig. 5B).

**Fig. 5:**
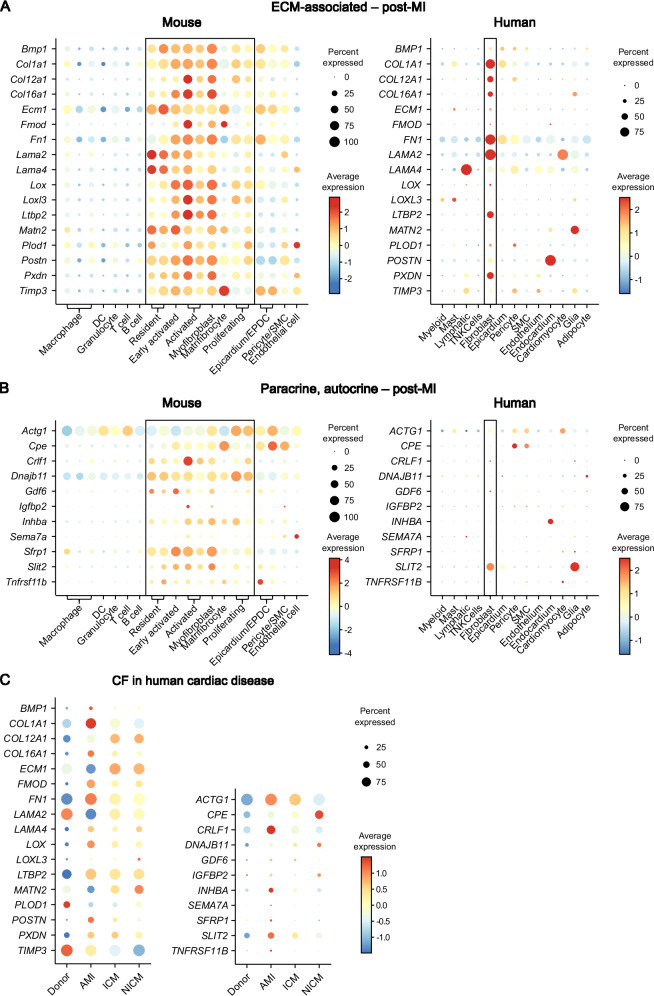
CF specificity of significantly altered secretome proteins post-MI. **A**, **B** Transcript levels of the 28 significantly changed proteins between the miCF secretome and the cCF secretome in the transcriptome of cell populations of *n* = 3 infarcted mouse hearts 5 days after I/R (left panels) and of *n* = 3 human heart specimen of acute MI (AMI, <3 months post-MI) patients (right panels). Previously published scRNAseq data of murine stromal and immune cell populations^29^ and snRNAseq data of human cardiac cells^24–26^ were re-analyzed. Expression levels are visualized as dot plots, subdivided in (**A**) ECM-associated proteins and (**B**) paracrine and autocrine factors. Values of CF populations are enframed. DC, dendritic cell; EPDC, epicardium-derived cell; SMC, smooth muscle cell. **C** To compare the expression of the miCF secretome proteins in CF in human MI and heart failure, we used CITE-seq data^26^ of human left ventricle (LV) CF obtained from *n* = 6 healthy donors, *n* = 4 acute MI (AMI) patients (<3 months post-MI), *n* = 6 ischemic cardiomyopathy (ICM, >3 months post-MI) patients, and *n* = 6 nonischemic cardiomyopathy (NICM, idiopathic dilated cardiomyopathy) patients. Details regarding the origin of tissue collected are provided in the method section.

The available human data set^24–26^ contains besides CF samples from healthy individuals (donor) and AMI patients also samples from, ischemic cardiomyopathy (ICM, >3 months post-MI) patients and non-ischemic cardiomyopathy (NICM, idiopathic dilated cardiomyopathy) patients. This permitted us to explore whether the identified secreted proteins are infarct-specific or can also be observed in other heart pathologies such as ICM and NICM. As summarized in Fig. 5C, gene expression of most of the identified proteins was preferentially upregulated in AMI CF. ICM and NICM CF showed a different signature, with high expression levels of COL1A1, ECM1, matrilin-2, and CPE. Together these data indicate, that the secretome of CF in the human heart is critically determined by the underlying cardiac disease.

To obtain insight into the temporal changes of protein secretion from MI-activated CF we carried out identical experiments as shown in Fig. 4 (day 5 post-MI), at day 3 post-MI (Supplementary Fig. 6, Supplementary Data 1). Comparing both time points, we found overall more proteins to be significantly changed in comparison to sham control on day 3 (79 proteins) than at day 5 post-MI (28 proteins), with an overlap of 20 proteins (Fig. 6A and Supplementary Table 3). Again, numerous ECM-associated proteins and paracrine/autocrine factors were significantly upregulated (Supplementary Fig. 6C) of which CCL9, granulin (GRN), LOXL2, osteoglycin (OGN), and SLIT2 were reported in the literature to be involved in fibrosis development. From the temporal changes (Fig. 6B) it can be seen that the secretion of some proteins increased over time (POSTN, INHBA, SLIT2) while the others peaked at day 3 and thereafter decreased to a different extent. Particularly, secretion of CPE, COL1A1, and FN1 dramatically decreased after day 3. Together these findings are in line with the notion that CF are a very dynamic cell type that achieves selective differentiated states in the process from acute wound healing to long-term remodeling^30^.

**Fig. 6:**
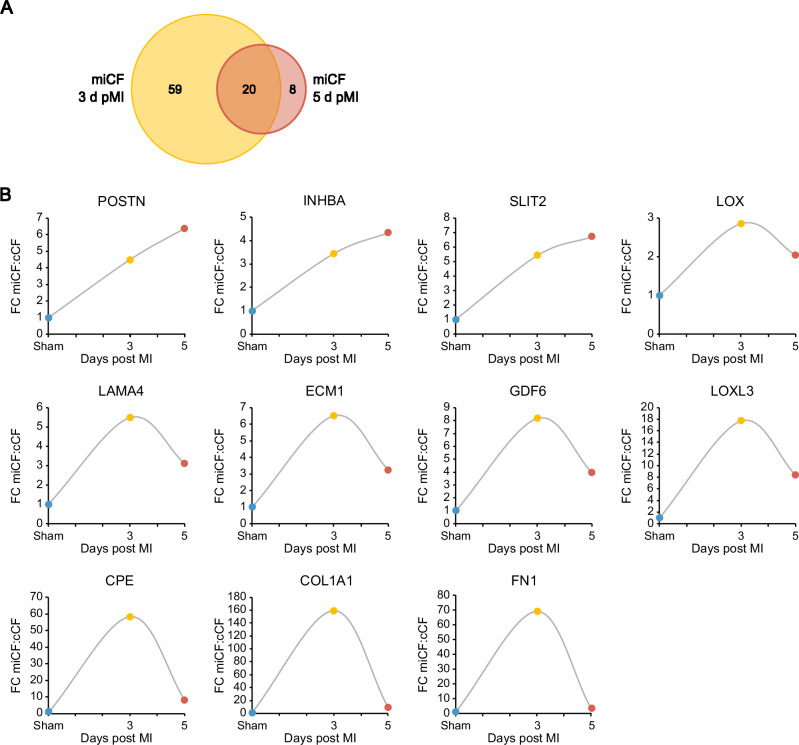
MI-induced changes of the CF secretome 3 and 5 days after infarction. LC-MS/MS analysis identified 129 secreted proteins from post-MI CF (miCF) isolated from mouse hearts 3 days after I/R surgery (*n* = 4; source data in Supplementary Data 1): These data were compared to the secretome data (153 proteins) of miCF from mouse hearts 5 days after I/R surgery (*n* = 4; source data in Supplementary Data 1). **A** Venn diagram^65^ of significantly changed secretome proteins of miCF in comparison to the secretome proteins of cCF from sham-operated hearts 3 and 5 days after surgery (*n* = 4 each, source data in Supplementary Data 1), respectively. **B** Fold changes of selected secretome proteins between miCF and cCF at days 3 and 5 post I/R and sham surgery, respectively.

### TGF-β- and hypoxia-induced changes in the CF secretome and in-vivo-secretome analysis

To better understand the stimuli driving CF protein secretion, we investigated the impact of specific stressors associated with myocardial ischemic injury, TGF-β signaling and hypoxia, on the secretome of cultured CF isolated from unstressed hearts. TGF-β is a potent fibrogenic mediator, involved in repair, remodeling, and fibrosis of the injured heart^31^. As shown in Supplementary Fig. 7A, activation of TGF-β signaling (10 ng/ml recombinant mouse TGF-β1) in CF for 48 h induced significant changes in 22 secreted proteins in comparison to TGF-β signaling inhibition (10 µM TGF-β receptor inhibitor SB-431542) (Supplementary Data 1). Among the 14 proteins, that were significantly increased after TGF-β stimulation, 5 proteins have been identified to be significantly upregulated in the miCF secretome: LOX, FN1, INHBA, POSTN, and COL1A1 (Supplementary Fig. 7B). Some of the other significantly upregulated miCF secretome proteins were also detected in the TGF-β secretome analysis, but were not significantly altered between TGF-β stimulation and TGF-β inhibition samples (LTBP2, COL12A1, ACTG1) (Supplementary Fig. 7B), suggesting that additional stimuli are involved in the induction of miCF secretome proteins. Exposure of CF to hypoxia (1% O_2_) for 8 h did not result in any significant changes in the secretome in comparison to CF incubated under standard cell culture conditions (20% O_2_) (Supplementary Data 1). Also, proteins significantly enriched in the miCF secretome tended to be rather decreased in hypoxia-treated CF samples (Supplementary Fig. 7C).

In a final set of experiments, we made an attempt to validate our in-vitro data with miCF under in-vivo conditions. To this end, we specifically labeled proteins that were released via the ER secretory pathway by activated POSTN^+^ CF, using the ER-localized biotin ligase ER-TurboID expressed under control of the POSTN promotor (workflow in Supplementary Fig. 8). An AAV9 vector system (AAV9-POSTN-ER-TurboID) was used for delivery. After i.v. injection of AAV9-POSTN-ER-TurboID at day 1 after MI (50 min ischemia followed by reperfusion) and biotin administration via the drinking water, hearts were perfused at day 5 post-MI in the Langendorff mode to capture the secreted biotinylated proteins in the coronary effluent, largely devoid of plasma proteins. Heart perfusion was necessary because POSTN is also expressed in the liver^32^, resulting in ER-TurboID expression and thus biotinylation of liver-derived plasma proteins. As shown in Fig. 7A, we have identified 157 secreted proteins in the coronary effluent (Supplementary Data 4), of which 27 overlapped with the secretome proteins of cultured miCF (Supplementary Table 4). Comparing the effluent proteins of mice treated with AAV9-POSTN-ER-TurboID and of non-transduced control mice 5 days post-MI revealed 73 proteins to be significantly enriched (Fig. 7B), very likely representing effluent proteins originating from the POSTN^+^ CF. Of these significantly enriched proteins, ten proteins overlapped with the miCF secretome (Fig. 7A, Supplementary Table 4) and eight of the ten proteins were preferentially expressed in miCF in comparison to other cell types present in the infarcted heart (Fig. 7C).

**Fig. 7:**
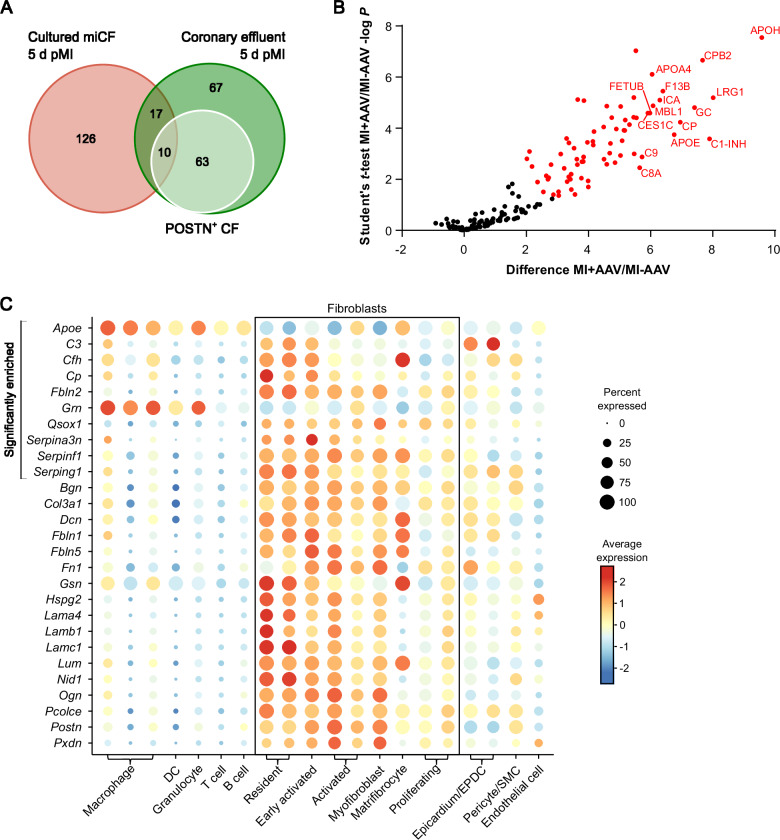
In-vivo-secretome analysis of POSTN^+^ CF 5 days post-MI. Mice were transduced with AAV9-POSTN-ER-TurboID to allow biotin-labeling and subsequent enrichment of proteins secreted from POSTN^+^ CFs in the coronary effluent (work flow in Supplementary Fig. 8). LC-MS/MS analysis identified 157 proteins in the coronary effluent 5 days after I/R surgery (*n* = 6; source data in Supplementary Data 4). These data were compared to the secretome data (153 proteins) of miCF isolated from hearts 5 days after MI (*n* = 4; source data in Supplementary Data 1). **A** Venn diagram^65^ of identified proteins. Green circle, 157 proteins identified in the coronary effluent 5 days post-MI. White circle, 73 proteins significantly enriched in the effluent of AAV9-POSTN-ER-TurboID-transduced mice (*n* = 6) in comparison to non-transduced control mice 5 days post-MI (*n* = 6), representing the in-vivo-secretome of POSTN^+^ CF. Red circle, 153 proteins in the miCF secretome 5 days post-MI. **B** Volcano plot of proteins identified in the coronary effluent. Proteins with significantly different intensities in samples from TurboID-transduced mice (MI + AAV) and non-transduced control mice (MI-AAV) (Student’s *t*-test-based SAM analysis, 5% FDR, *S*_0_ = 0.6) are highlighted in red (73 proteins). Names of top 15 proteins with highest difference between MI + AAV and MI-AAV are annotated. The shown difference refers to the difference of group mean values of log_2_ transformed intensities. **C** Dot plot visualizing transcript levels of the proteins identified in both data sets in the transcriptome of cell populations of *n* = 3 infarcted mouse hearts 5 days after I/R: proteins that were significantly enriched in the effluent of AAV9-POSTN-ER-TurboID-transduced mice (10 proteins) and proteins that did not reach significance in comparison to non-transduced mice (17 proteins). Previously published scRNAseq data of murine stromal and immune cell populations^29^ were re-analyzed.

## Discussion

This study provides the first comprehensive overview of the secretome of CF in the infarcted heart as compared to the unstressed heart. It demonstrates the fibroblast-specific secretion of numerous paracrine/autocrine factors that can signal to surrounding cardiac cells to potentially influence cardiac remodeling. The newly identified proteins, verified by scRNAseq/snRNAseq in mouse and human tissue samples, may serve as a rich source for novel therapeutic targets as well as biomarkers for CF activation in the context of injury-induced cardiac fibrosis.

A combination of several experimental advances made this study possible. Firstly, we minimized cell activation during the cell isolation procedure by applying a recently developed enzymatic technique which takes only 9 min for tissue digestion^17^ and combined this with short-term culture (2 days) under serum-containing conditions. Secondly, we used click chemistry with AHA together with SILAC which permitted secretome analysis under optimal culture conditions. As a result, the majority (93%) of the identified proteins were predicted to be secreted (Fig. 2A). Finally, cell culture data were validated by specific in-vivo labeling of infarct-activated CF proteins via biotin ligase ER-TurboID expressed under control of the POSTN promotor. Together, it appears likely that results obtained under the chosen in-vitro conditions can be extrapolated to the in-vivo situation. This conclusion is further supported by reported scRNAseq/snRNAseq data of mice and humans, showing that most of the genes encoding identified proteins were rather selectively expressed in CF in comparison to other cardiac cell types.

A feature of the present secretome study is that miCF of the infarcted heart were collected from both the viable and infarcted areas. That was due to technical reasons: the desirable rapid (9 min) isolation of CF required a collagen perfusion method^17^ which does not permit to differentiate any longer between infarcted and viable remote myocardium. As the roles of CF residing the remote zone and those located in the ischemic zone and there secretome are likely to be different, we made use of a recently published comprehensive spatial multi-omic data set of human myocardial infarction that includes transcriptomes of cells sampled from both zones at different time points post-MI^33^. Analysis of the spatial expression data of the proteins found to be significantly upregulated in the miCF secretome revealed that a group of proteins including COL1A1, LOX, and POSTN were higher expressed in CF located in the ischemic zone (Supplementary Fig. 9A). Interestingly, another group of proteins containing FMOD, GDF6, and SLIT2 were prevalently expressed by CF residing in the remote zone of infarcted hearts (Supplementary Fig. 9B). Together these data indicate that CF from both the ischemic zone and the remote zone of the infarcted hearts contributed to the significantly enriched proteins in the miCF secretome. This implies that CF in the non-ischemic remote zone also react to the MI, possibly triggered by alterations in the mechanical strain and/or soluble signals (local or circulating).

Under homeostatic conditions, the ECM composition is tightly controlled by the equilibrium between synthesis and degradation of its individual components. In line with this concept, we observed that in the secretome of unstressed cCF, collagens accounted for the largest fraction (24%) of ECM-associated proteins, followed by proteins assigned to matrix turnover as the second largest fraction (16%) (Fig. 2C). A more direct estimate of the turnover of individual secreted proteins was derived by relating the measured rate of secretion (secretome) to the cellular protein content (proteome) and transcription level (transcriptome) of each protein (Fig. 3). Of the proteins secreted under basal conditions (122), the respective intracellular protein was only measurable for a small number of proteins (32). Interestingly, the highest cellular pool sizes were found for FN1, HSP47 (*Serpinh1*), and collagen chains (COL1A1, COL1A2, COL3A1). Note, that among the collagen chains the highest intracellular levels were found for COL1A1, a major protein of the extracellular matrix (ECM), the turnover of which was estimated to be of the order of years^34^. Very likely it is the imbalance between accumulation of secreted proteins and their rate of degradation/tissue washout, that finally determines the biologically active concentration and leads to tissue fibrosis and cardiac dysfunction.

Of the paracrine/autocrine factors secreted by cCF, PAI-1 comprises with 68% the largest fraction (Fig. 2D). PAI-1, a serine protease inhibitor primarily known for regulation of fibrinolysis, is now additionally appreciated to function in many physiological processes including inflammation, wound healing and cell adhesion^35^. Interestingly, global PAI-1 knockout mice develop age-dependent cardiac-selective fibrosis and a similar phenotype was observed in a cardiomyocyte-specific PAI-1 knockout^36^. Thus, both cardiomyocyte- and CF-derived PAI-1 are likely to contribute to cardiac PAI-1 formation and thus may play a role in the preservation of cardiac performance under stress.

Analysis of the cellular distribution of gene expression of secreted proteins in reported scRNAseq/snRNAseq data revealed, that a large fraction of secreted ECM proteins was preferentially expressed in cCF (Supplementary Fig. 3). This included various collagen chains, MMP2, fibulin 2 (FBLN2, reported to be essential for angiotensin II-induced myocardial fibrosis^37^), DCN (a proteoglycan possessing powerful antifibrotic, anti-inflammatory, antioxidant, and antiangiogenic properties^38^), fibrillin 1 (FBN1, a constituent of the myocardial ECM in fibrosis^39^), and lumican (LUM, playing an important role in the cardiac fibrillogenesis^40^).

Among the paracrine/autocrine factors, the expression of GSN, PEDF, follistatin-related protein 1 (FSTL1), and AXL was predominantly found in cCF (Supplementary Fig. 4). GSN has been reported to be an important mediator of angiotensin II-induced activation of CF and fibrosis^41^, FSTL1 was shown to induce cardiac angiogenesis^42^, AXL is likely to play a role in target organ inflammation^43^, and PEDF was shown to display a protective role on endothelial tight junctions and the vascular barrier in the MI heart^44^. Together these data demonstrate, that non-activated CF secrete numerous biological active proteins which according to the literature are essential for balancing important biological processes such as angiogenesis, inflammation, and fibrosis in the unstressed heart.

In the secretome of infarct-activated miCF, we identified a total of 28 proteins to be significantly enriched. Besides 17 ECM-associated proteins, this included 11 paracrine factors (Fig. 4C), of which nine have a reported cardiovascular functionality (Table 1), such as promotion of thrombo-inflammation (semaphorin 7A, SEMA7A), signaling to cardiomyocytes (CPE, SLIT2, activin A), enhancement of angiogenesis (GDF6), and reduction of fibrosis (SFRP1). For several of the significantly enriched paracrine factors, for example SEMA7A, CPE, IGFBP2, and OPG, CFs have so far not been identified as a major site of production. Intriguingly, most of the secreted proteins were rather selectively expressed by the different CF populations in the heart in comparison to the other cardiac cell types (Fig. 5A, B), again supporting the specificity of our experimental approach.

As to the stimuli driving changes in the CF secretome post-MI, we tested TGF-β signaling and exposure to hypoxia as known specific stressors associated with myocardial ischemic injury. While in-vitro activation of TGF-β signaling in CF significantly altered the secretion of 22 proteins (Supplementary Fig. 7A), we did not observe significant changes after exposure to hypoxia (Supplementary Data 1). The lack of a secretory response to in-vitro hypoxia might be due to the adaption of CF to low oxygen conditions as was recently reported^45^.TGF-β stimulation on the other hand resulted in the enrichment of proteins that were also upregulated in the miCF secretome (LOX, FN1, INHBA, POSTN, COL1A1; Supplementary Fig. 7B). This suggests that TGF-β signaling very likely contributed to the shift from the cCF secretome to the miCF secretome. Which additional stimuli or combinations of conditions, such as inflammatory cytokines, mechanical stress, or other signaling pathways are involved in the modulation of the secretory process during ischemia needs to be elucidated in future studies.

The numerous proteins that we found to be secreted by CF 3 and 5 days after MI clearly indicates that CF activation and protein secretion is organized in a temporal fashion. This is in line with the view that fibroblasts are a dynamic cell type that achieves morphologically well-defined differentiated states following acute ischemic injury^30^. To decipher the functionality of individual factors within this secretome network, however, will not be easy and will constitute a major future task in the fibroblast field. Advanced cell culture techniques, such as organoids and in particular the heart-on-a-chip platform^46^, appear to be promising and may lead the way for the future understanding of the intercellular signaling events.

The list of infarct-induced changes in the CF secretome may hold some promise for mitigating some of the deleterious consequences of MI. Intriguingly, many of the secreted proteins identified in mice CF were confirmed at the gene expression level in mice as well as in human CF in samples of acute MI (Fig. 5). Future therapeutic approaches may utilize the known anti-fibrotic activity of FMOD^47^ and SFRP1^48^ or pharmacologically neutralize the pro-fibrotic activity of BMP1, LOXL3, ECM1, and FN1 (Table 1). For some of the identified secreted proteins there is presently no cardiac function known; this includes DnaJ heat shock protein family (Hsp40) member B11, which was only detected in the miCF secretome.

The secreted factors also hold promise to serve as biomarkers for CF activation in the injured heart. IGFBP2, found in the present study to be significantly elevated in the miCF secretome (Table 1), was already reported as prognostic biomarker for heart failure^49^. Similarly, OPG (*Tnfrsf11b*), a cytokine belonging to the tumor necrosis factor receptor family which was significantly enhanced in the miCF secretome (Table 1), was also shown to be elevated during the acute phase after MI^50^ and to predict adverse cardiovascular events in stable coronary artery disease (PEACE trial)^51^. Comparing the expression level of secreted proteins between mice and human (Fig. 5A, B), the following proteins may be useful plasma marker in humans for the activated CF: COL1A1, COL12A1, COL16A1, FN1, LAMA2, LOX, LTBP2, PXDN, CRLF1, and SLIT2.

Communication of CF with cardiomyocytes was already suspected on the basis of single-cell analysis that identified CF as key constituent in the microenvironment to promote cardiomyocyte maturation^52^. The wide distribution of receptor expression indicates multiple potential interactions of CF secretome proteins with all cardiac cell populations (Supplementary Fig. 2). The interplay between CF and monocytes has already been reported to be of pivotal importance in the diabetic heart^53^. Along this line, in co-culture experiments the conditioned medium from cardiac mesenchymal stromal cells suppressed apoptosis of iPS-derived human cardiomyocytes^54^. Similarly, we found that the supernatant from miCF effectively attenuated apoptosis in hypoxia-stressed murine cardiomyocytes when cCF-conditioned medium served as control (Supplementary Fig. 5). In support of this finding, we identified in this study several proteins with reported cardioprotective activity, such as carboxypeptidase E (CPE), SFRP1, and SLIT2 (Table 1). Together these findings strongly suggest that MI-stressed CF secrete cardioprotective factors that play a quantitatively significant role in modulating I/R injury in cardiomyocytes. The individual contribution of the identified proteins to the cardioprotective effect needs to be elucidated in future studies.

Communication between cardiac cells appears to be bidirectional and importantly involves cross-talk within the cardiac microenvironment^55^. The results of our study shed light on the role of CF as signal source in the orchestration of cardiac homeostasis and post-injury remodeling. In the case of cCF, secreted proteins include PCSK6, IGFBP4, and NGF, which have been reported to inhibit cardiomyocyte senescence, act as cardiogenic growth factor, and exert cardioprotective activity, respectively (Supplementary Table 1). In the case of miCF, the pattern shifts and—as was discussed above—includes cardioprotective factors such as CPE, SFRP1, and Slit2 (Table 1). Recent studies have also demonstrated that CF forms functional electrical connections with cardiomyocytes^56^. It is therefore quite possible that CF more broadly influences cardiomyocyte function.

In the present study, we have explored the possibility to directly measure the CF secretome under in vivo conditions by using a vector encoding ER-localized biotin ligase ER-TurboID under control of the POSTN promotor to restrict expression to activated CF (AAV9-POSTN-ER-TurboID). However, this approach showed only limited overlap with the in vitro miCF secretome data. Firstly, POSTN, despite being specific for activated CF in the heart, is also strongly expressed in the liver^32^, so that CF-derived biotinylated proteins are “contaminated”, which we mitigated in our study by collecting the perfusate of the isolated heart. Secondly, because the number of CF within the heart is comparatively small, the intensity distribution of secreted biotinylated proteins from labeled precursor cells was only low. Thirdly, this in vivo approach was specifically targeted to POSTN^+^ CF populations within the infarcted heart^8^, while enzymatic isolation of CF used for generation of miCF secretome data comprised all CF populations, including non-activated CFs of the remote regions. Thus, despite having shown the general feasibility of our labeling approach, future studies need to consider use of different CF promotors^57^ or use of the advantages of TurboID in a transgenic approach^58^.

In summary, this study is the first to report the secretome atlas for unstimulated (cCF) and infarct-activated fibroblasts (miCF). This secretome atlas contains aside of well-known extracellular matrix proteins numerous autocrine/paracrine proteins, of which several have previously not been assigned to CF. Most of the identified proteins are predominantly expressed in CF and a similar expression pattern was observed in human samples of AMI. Several of the identified proteins are likely to be critically involved in adverse cardiac remodeling and may serve as a rich resource for future diagnostic and therapeutic studies.

## Methods

### Animals

We have complied with all relevant ethical regulations for animal use. All experiments were performed according to the institutional and national guidelines for animal care in conformity with Directive 2010/63/EU and were approved by the Landesamt für Natur-, Umwelt- und Verbraucherschutz (reference number 81-02.04.2020.A351).

Male C57Bl/6J wildtype mice were purchased from Janvier (Le Genest Isle, France) and were used at an age of 10–12 weeks and body weight of 20–25 g. Animals were housed at the Central Facility for Animal Research and Scientific Animal Welfare (ZETT) of the Heinrich Heine University Düsseldorf, Germany, under standardized conditions.

MI by ischemia/reperfusion (I/R) was induced as described previously^59^. The left anterior descending coronary artery (LAD) was ligated with a 7-0 polypropylene thread for 50 min. Ischemia was checked by ST-segment elevation on the ECG. After 50 min of ligation, the polypropylene thread was released to initiate reperfusion. For sham surgery the same procedure was used, but without LAD ligation. Animals were given buprenorphine to manage post-operative pain. Severity assessment was performed daily (in the first 3 days after surgery, three times a day) by monitoring parameters including body weight, body condition, respiration, healing of the surgical scar, and behavior. Reaching the maximal severity score in one of the parameters or reaching the threshold in total scores was defined as a humane endpoint. No randomization or blinding was applied, and no exclusion criteria were set for CF isolation or coronary effluent collection (see below).

### CF isolation and cultivation

CF were isolated 5 days after MI or sham surgery as described previously^17^. Mice were sacrificed by cervical dislocation and the heart was cannulated via the aorta and perfused retrogradely at 37 °C with pre-warmed PBS for 3 min (constant flow of 2 ml/min) to wash out the residual blood from the coronaries. After washing, the system was switched to pre-warmed collagenase type II (Worthington Biochemical Corporation, Lakewood, USA) in PBS (1000 U/ml) for 8–9 min of digestion. To remove epicardial cells, hearts were bathed and shaken in collagenase solution which was discarded afterwards. Digested tissue was resuspended in cell culture medium (DMEM high glucose (P04-01597, PAN Biotech, Aidenbach, Germany), supplemented with 10% dialyzed FBS (Thermo Fisher Scientific, Waltham, USA) and 1% penicillin/streptomycin/glutamine (Merck Millipore, Burlington, USA)). The cell suspension was filtered using a 100 µl cell strainer and centrifuged for 1 min at 55 × *g* at 15 °C to pellet cardiomyocytes. The supernatant was passed through a 40 µm cell strainer and centrifuged for 7 min at 300 *× g*. Resuspended cells were depleted for CD31^+^ and CD45^+^ cells (endothelial cells and immune cells, respectively) via magnetic depletion with Mojosort nanobeads and a Mojosort magnet (BioLegend, San Diego, USA) according to the manufacturer’s protocol and seeded in cell culture medium. On the following day, cell debris was removed by stringent washing with PBS.

### CF cell viability assay

To evaluate cell viability during amino acid withdrawal and isotype labeling steps of the secretome analysis protocol, Cell Counting Kit 8 (Tebu-bio Le Perray-en-Yvelines, France), containing light-yellow tetrazolium salt that is reduced to an orange formazan by living cells, was used according to the manufacturer’s protocol. CF were isolated from healthy mouse hearts as described above and 5 × 10^3^ cells (in 100 µl) per well were seeded into a 96-well plate. On the next day, cells were washed with PBS and incubated in cell culture medium (see above) or depletion medium (DMEM high glucose customized without L-methionine (Met), L-arginine (Arg), and L-lysine (Lys) (PAN Biotech, Aidenbach, Germany), supplemented with 10% dialyzed FBS and 1% penicillin/streptomycin/glutamine) for up to 90 min. Subsequently, cells were washed with PBS, incubated in cell culture medium with CCK8 for 3 h, and absorbance was measured at 450 nm. To assess the effects of isotype labeling, cells were seeded as described above and incubated in depletion medium for 60 min, followed by incubation in depletion medium supplemented with 0.1 mM azidohomoalanine (AHA) (Thermo Fisher Scientific), intermediate isotypes [^13^C_6_] Arg (84 µg/ml) and [4,4,5,5-D_4_] Lys (146 µg/ml), heavy isotypes [^13^C_6_,^15^N_4_] Arg (84 µg/ml) and 146 µg/ml [^13^C_6_,^15^N_2_] Lys (Cambridge Isotope Laboratories, Tewksbury, USA), or combinations of AHA with intermediate and heavy isotypes for up to 24 h. CCK8 was added 3 h prior measurement. Statistical analysis was performed by Two-way ANOVA followed by Dunnett’s multiple comparisons test using GraphPad Prism 9. As shown in Supplementary Fig. 1, Arg/Lys/Met withdrawal up to 90 min had no effect on CF cell viability (Supplementary Fig. 1A, Supplementary Data 5), while supplementation with AHA resulted in a significant reduction of CF cell viability after 16–24 h (Supplementary Fig. 1B, Supplementary Data 5). Thus, incubation times of 60 min for amino acid withdrawal and 8 h for isotype labeling were chosen for the secretome analysis protocol.

### Secretome analysis in cultured CF

For secretome analysis in short-term cultured CF by liquid chromatography-tandem mass spectrometry (LC-MS/MS), a modified protocol for robust protein quantification via SILAC labeling and click chemistry according to Eichelbaum and Krijgsveld^18^ was used (see Fig. 1). To reach sufficient cell numbers without expansion in cell culture, CF preparations of three mouse hearts (3 and 5 days after sham or I/R surgery, respectively) were pooled for each sample and seeded into a 10 cm cell culture dish. After cultivation in cell culture medium for 24 h at 37 °C, cells were washed six times with PBS and incubated in Arg/Lys/Met depletion medium (4 ml/dish) for 1 h. Subsequently, cells were incubated in depletion medium (4 ml/dish) supplemented with 0.1 mM of the Met analog AHA and either intermediate or heavy Arg and Lys isotypes ([^13^C_6_] Arg (84 µg/ml), [4,4,5,5-D_4_] Lys (146 µg/ml) or [^13^C_6_, ^15^N_4_] Arg (84 µg/ml), [^13^C_6_, ^15^N_2_] Lys (146 µg/ml), respectively) for 8 h. Of the altogether four samples of each condition (sham /I/R surgery) at the individual time points, two were labeled with intermediate and two with heavy isotypes to exclude potential bias by the kind of labeling.

For in vitro stimulation with TGF-β, CF were isolated from healthy mouse hearts and seeded as described above. CF dishes were either treated with 10 ng/ml recombinant mouse TGF-β1 (bio-techne, Minneapolis, USA) or with 10 µM TGF-β receptor inhibitor SB-431542 (MedChemExpress, Monmouth Junction, New Jersey, USA) for 48 h. During the last 9 h of incubation, protein labeling was performed as described above by consecutive incubation with depletion medium (1 h) and medium supplemented with either intermediate or heavy Arg and Lys isotypes (8 h), in presence of TGF-β1 and SB-431542, respectively.

For in-vitro exposure to hypoxia, CF isolated from healthy mouse hearts and seeded as above were incubated in Arg/Lys/Met depletion medium for 1 h. After the medium was changed to medium supplemented with either intermediate or heavy Arg and Lys isotypes (see above), dishes remained in the standard CO_2_ incubator (control samples) or were exposed to hypoxic conditions (1% O_2_, 5% CO_2_) in a Heracell 150i CO_2_ incubator with oxygen control (Thermo Fisher Scientific) and incubated for 8 h.

After the labeling procedure, supernatants were collected and centrifuged for 5 min at 1000 × *g* at 4 °C to remove cell debris. To stabilize proteins, 1X Halt Protease-Inhibitor-Cocktail (Thermo Fisher Scientific) was added and supernatants were stored at −80 °C until further use. For additional analysis of the intracellular proteome, remaining cells were washed four times with ice-cold PBS, scraped off in 1 ml PBS, and transferred to an 1.5 ml reaction tube. Cells were centrifuged for 5 min at 800 × *g* at 4 °C and pellets were stored at −80 °C until further use.

For enrichment of newly synthesized proteins in the supernatants, intermediate- and heavy-labeled supernatants of sham/MI sample pairs were combined and concentrated using Pierce 3 kDA protein concentrators (Thermo Fisher Scientific) at 4000 x *g* and 4 °C to a volume of about 250 µl. The Click-iT Protein Enrichment Kit (Thermo Fisher Scientific) was used according to the protocol of Eichelbaum and Krijgsveld^19^ with slight modifications. In brief, 250 µl urea buffer, 100 µl of washed agarose resin, 10 µl of dissolved Reaction Additive 2, 1 µl 10 mM Copper (II) sulfate solution, and 63 µl Reaction Additive 1 were added to the samples and the samples were vortexed. To allow binding of the newly synthesized, AHA-labeled proteins to the agarose resin, samples were rotated overnight at 20 rpm at room temperature. On the following day, the supernatants containing non-bound proteins were removed by centrifugation for 1 min at 1000 × *g* and the resin was washed four times with 900 µl 18 MΩ H_2_O. To reduce the resin-bound proteins, the resin was resuspended in 500 µl SDS washing buffer (warmed to 37 °C) and 5 µl 1 M dithiothreitol. Samples were vortexed and heated for 15 min at 70 °C. After 15 min of cooling and centrifugation for 5 min at 1000 × *g*, the resin-bound proteins were alkylated by resuspending the samples in 500 µl freshly prepared 40 mM iodoacetamide solution. After shaking the samples at 500° rpm for 30 min in the dark, the resin was transferred to a Mini Bio-Spin Chromatography column (Bio-Rad Laboratories, Hercules, USA), which was placed in a 2 ml reaction tube, and stringently washed by centrifugation for 30 s at 1000 × *g*: 10 times with 0.8 µl of SDS washing buffer, 20 times with 0.8 µl 8 M urea buffer, 20 times with 0.8 µl isopropanol, and 20 times with 0.8 µl acetonitrile.

To digest the resin-bound proteins, samples were washed twice with 500 µl digestion buffer (100 mM Tris-HCl pH 8, 10% acetonitrile, 2 mM Ca_2_Cl), each time transferring the samples to a new tube. The resin was pelleted for 5 min at 1000 × *g* and supernatants was discarded, leaving about 200 µl of resin in the tube. After addition of 0.5 µg trypsin in a volume of 0.5 µl, samples were briefly vortexed and then shaken overnight at 500 *rpm* at 37 °C. On the next day, the resin was pelleted for 5 min at 1000 × *g* and the peptide-containing supernatants were transferred to a new tube. The resin was resuspended in 500 µl 18MΩ H_2_O and again centrifuged for 5 min at 1000 × *g*. The resulting supernatants were added to the supernatants of the step before and the combined volume was filled up with 18 MΩ H_2_O to a total volume of 1 ml to dilute the acetonitrile. To acidify the samples, 20 µl of 10% trifluoroacetic acid (TFA) was added. For desalting, Sep-Pak Cartridges (Vac 1cc (50 mg) tC18, Waters, Milford, USA) were prepared by placing them in a 20-position cartridge that was connected to a vacuum pump and washing with 900 µl acetonitrile, 300 µl of 50% acetonitrile, and 0.5% acetic acid. After equilibrating the cartridges with 900 µl 0.1% TFA, the samples were loaded onto the cartridges, washed with 900 µl 0.1% TFA and 900 µl 0.5% acetic acid, and eluted with 300 µl 50% acetonitrile and 0.5% acetic acid. Samples were dried using a rotational vacuum concentrator (Christ, Osterode am Harz, Germany) and stored at −80 °C until further use.

Lysates of frozen CF cell pellets (see above) were prepared as described earlier^60^. Briefly, frozen CF were lysed by bead-milling in 2 × 30 µl cell lysis buffer (30 mM Tris-HCl; 2 M thiourea; 7 M urea; 4% CHAPS (w/v) in water, pH 8.5). Cleared cell lysates of intermediate- and heavy-labeled CF of sham/MI sample pairs were combined (2.5 µg protein of each) and were shortly stacked into a polyacrylamide gel. Subsequently, the gel was stained with Coomassie Brilliant Blue and the protein-containing band was cut out, de-stained, reduced with dithiothreitol, alkylated with iodoacetamide, and digested with trypsin overnight. Resulting peptides were extracted from the gel, dried in a vacuum concentrato,r and 500 ng of peptides were prepared for mass spectrometric analysis in 0.1% trifluoroacetic acid.

Peptides generated from click chemistry-enriched CF supernatant proteins and CF cell lysates, respectively, were separated on C18 material on an Ultimate3000 rapid separation LC system (Thermo Fisher Scientific) using a 2 h gradient as described earlier^60^.

Separated peptides were subsequently injected by an electrospray nano-source interface into a Fusion Lumos mass spectrometer (Thermo Fisher Scientific) operated in data-dependent, positive mode. First, survey scans were recorded in the orbitrap analyzer (resolution: 120,000, target value advanced gain control: 250,000, maximum injection time: 60 ms, scan range 200–2000 m/z, profile mode). Second, 2-7fold charged precursor ions were selected by the quadrupole of the instrument (isolation window 1.6 m/z), fragmented by higher energy collisional dissociation (collision energy 35%), and analyzed in the linear ion-trap of the instrument (scan rate: rapid, target value advanced gain control: 10,000, maximum injection time: 50 ms, centroid mode). Cycle time was 2 s; already fragmented precursors were excluded from fragmentation for the next 60 s.

Data analysis, including peptide and protein identification and MS1-based quantification was carried out with MaxQuant version 2.1.3.0 (MaxQuant version 2.0.3.0 for in-vitro stimulation experiments with TGF-β or hypoxia; Max Planck Institute for Biochemistry, Planegg, Germany) separately for the different sample batches with standard parameters, if not stated otherwise. MaxQuant was chosen because in our hands, it shows a more reliable performance on SILAC datasets. For searches, a multiplicity of three was chosen (channel light: Arg+0 and Lys+0, channel intermediate: Arg+6, Lys+4, channel heavy: Arg+10, Lys+8) and the “match between runs” function enabled. Searches were carried out on the basis of 55341 *mus musculus* proteome sequences (UP000000589) downloaded from UniProt KB on 18th January 2022. Quantitative data was further processed by Perseus 1.6.6.0 (Max Planck Institute for Biochemistry, Planegg, Germany) and Excel. Here, proteins were filtered for at least two identified peptides. Intensities were normalized based on the median intensity per sample separately for the light and intermediate/heavy channels. It should be noted, that measured intensities of individual proteins can depend on available tryptic peptides, their properties, and modifications and therefore might slightly vary from the absolute protein amount. For the identification of differentially abundant proteins between CF from sham control and post-MI hearts, only proteins were considered that showed at least three valid values in one sample group. For the identification of differentially abundant proteins in CF after in vitro stimulation with TGF-β or hypoxia, at least four valid values had to be present in one sample group. Differences were determined using the significance analysis of microarrays method^61^ based on Student’s *t* tests and permutation-based control of the false discovery rate (FDR) which is required to account for multiple testing (FDR = 5%; if not stated otherwise: lysate samples: *S*_0_ = 0.6, secretome samples: *S*_0_ = 0.1). Tests were calculated on log_2_-transformed normalized intensity values with missing values filled in with random values drawn from a downshifted normal distribution (downshift: 1.8 standard deviations, width: 0.3 standard deviations). Identified proteins were annotated using gene ontology categories by Perseus, and the secretion behavior of proteins identified were predicted by OutCyte^62^. Differences in mean values of log_2_-transformed normalized intensities were used for a one-dimensional annotation enrichment analysis^63^ to identify functionally related proteins which were collectively altered in their abundance.

Data were visualized using GraphPad Prism 8 and Microsoft Excel as well as Circos^64^ 0.69 (https://circos.ca/), DeepVenn^65^ (https://www.deepvenn.com/), and Cytoscape^66^ 3.9.1 (https://cytoscape.org/).

### In-vivo-secretome analysis in POSTN^+^ CF

For in-vivo-secretome analysis of CF by LC-MS/MS, a modified protocol for cell type-selective secretome profiling according to Wei et al. ^67^ was used (see Supplementary Fig. 8). This is based on proximity labeling of proteins passing through the ER secretory pathway by ER-located biotin ligase TurboID (ER-TurboID), which is expressed under control of a cell type-specific promotor.

Plasmid pAAV-TBG-ER-TurboID was purchased from Addgene (Watertown, USA) and the TBG promotor was replaced by the POSTN promotor identified by Lindsley et al.^68^ to target activated CF expressing the activation marker POSTN. This pAAV-POSTN-ER-TurboID was transduced using adeno-associated virus serotype 9 (AAV9-POSTN-ER-TurboID) by injecting the virus particles (1 × 10^12^ genome copies) into the tail veins of mice at day 1 post-MI induction by I/R surgery. Mice with I/R surgery but without virus injection were used as negative control for ER-TurboID-mediated protein labeling. Biotin was provided via the drinking water (0.5 mg/ml) to both mouse groups at days 2, 3, and 4 post-MI. At day 5 post-MI, secreted cardiac proteins were harvested by collecting the coronary effluent during Langendorff-based retrograde perfusion. To this end, explanted hearts were cannulated via the aorta and perfused with oxygenated Krebs-Henseleit buffer under constant pressure (1 m H_2_O). After 10 min initial perfusion to wash out residual blood, coronary effluent was collected for 60 min in 50 ml centrifuge tubes placed on ice. 1X cOmplete protease inhibitor cocktail (1 tablet/50 ml; Roche, Basel, Switzerland) was added to the collected effluent samples to prevent protein degradation. Effluent samples (~45–60 ml) were concentrated to 250 µl using Pierce 3 kDa protein concentrators (Thermo Fisher Scientific) and stored at −80 °C until further use.

Enrichment of biotinylated proteins was performed according to protocols by Wei et al. ^67^ and Cheah and Yamada^69^ using Dynabeads MyOne Streptavidin T1 (Thermo Fisher Scientific). A volume of 200 µl Dynabeads was washed twice with 1 ml lysis buffer (50 mM Tris HCl, 150 mM NaCl, 0.4% SDS, 1% NP-40, 1 mM EGTA, 1.5 mM MgCl_2_, 1X cOmplete protease inhibitor cocktail (1 tablet/50 ml; Roche), pH 7.4) by centrifugation for 2 min at 2000 × *g*. The pellet was resuspended in 100 µl lysis buffer and 200 µl of the concentrated effluent was added. Samples were rotated overnight at 20 rpm and 4 °C. Samples were washed with 1 ml lysis buffer, 1 ml washing buffer (50 mM Tris HCl, 2% SDS, pH 7.5) and twice with 1 ml lysis buffer. For elution, samples were incubated for 5 min at 95°C after addition of 15 µl of a 25 mM biotin solution. Samples were centrifuged for 2 min at 2000 × *g* and supernatants containing biotinylated proteins were transferred into 2 ml reaction tubes and stored at −80 °C until further use.

For LC-MS/MS analysis, eluted proteins were shortly stacked into a polyacrylamide gel. After staining with Coomassie Brilliant Blue, the protein-containing bands were cut out, de-stained, reduced with dithiothreitol, alkylated with iodoacetamide and digested with trypsin overnight as described^60^. After extraction from the gel, the peptides were dried in a vacuum concentrator and 1/3rd of the peptides were prepared for mass spectrometric analysis in 0.1% trifluoroacetic acid.

Samples were analyzed on a Fusion Lumos mass spectrometer (Thermo Fisher Scientific) in data-dependent, positive mode, in a similar setting as described above for secreted proteins but with some modifications: the gradient length for peptide separation was only 1 h, and some settings for spectrum acquisition were different. Full scans were recorded in the orbitrap (resolution: 120,000, scan range: 200–2000 m/z, maximum injection time: 60 ms, automatic gain control target: 400,000, profile mode), 2–7 fold charged precursors selected for quadrupole-based isolation (1.6 m/z isolation window), fragmented by higher-energy collisional dissociation (collision energy 35%) and fragment spectra recorded in the linear ion trap of the instrument (scan rate: rapid, scan range: auto, maximum injection time: 150 ms, automatic gain control target: 10,000, centroid mode). Cycle time was 2 s and already isolated precursors were excluded from isolation for the next 60 s.

Data analysis was carried out with Proteome Discoverer 2.4.1.15 (Thermo Fisher Scientific) in order to profit from an enhanced sensitivity in comparison to MaxQuant-based searches. For protein identification, sequences as indicated above for cultured CF were used for protein identification by Sequest HT (10 ppm and 0.6 Da mass deviation for precursor and fragment masses, respectively; variable modification: methionine oxidation, N-terminal acetylation, and methionine loss; fixed modification: carbamidomethyl on cysteines). Proteins and peptides were accepted based on the Percolator node with a false discovery rate of 1%. The precursor quantification node was used for peptide and protein quantification. Only “high confidence” proteins were reported, which were identified with at least two different peptides and did not occur in the list of potential contaminant sequences. Statistical data analysis was carried out as described above for isolated CF samples, using an S_0_ of 0.6 and 5% FDR on log_2_-transformed normalized intensities. To further increase confidence, proteins detected in <4 of the 6 samples in the virus-injected mouse group were excluded from further analysis.

### Immunofluorescence analysis

To analyze the distribution of ER-TurboID expression in the healthy and post-MI heart, AAV9-POSTN-ER-TurboID virus particles were injected into the tail vein (1 × 10^12^ genome copies) 2 days after I/R or sham surgery. Biotin was provided via the drinking water at days 4, 5, and 6 post-MI. At day 7 post-MI, mice were sacrificed, and hearts were embedded in tissue freezing medium. Cryostat sections were prepared and fixed with 4% paraformaldehyde (PFA) for 15 min. Immunostaining was performed using primary antibodies specific for POSTN (1:100; CAT# TA309212, OriGene, Rockville, USA) and V5 tag (1:100; clone 2F11F7, CAT# 37-7500, Thermo Fisher Scientific) to detect V5-tagged ER-TurboID, and secondary antibodies AF488-coupled goat-anti-rabbit IgG and AF594-coupled goat-anti-mouse IgG (1:1000; Thermo Fisher Scientific) in presence of 0.2% saponin. Cover slips were mounted with ProLong Gold Antifade Reagent with DAPI to label cell nuclei. Fluorescence microscopy was performed using a BX61 fluorescence microscope (Olympus, Tokyo, Japan). Images were processed for publication using ImageJ/Fiji^70^.

### Cardiomyocyte cell protection assay

To explore the effects of factors secreted by post-MI CF on cardiomyocyte cell viability, medium either conditioned by CF from mouse hearts 5 days post-MI or CF from healthy mouse hearts as control was generated. CF were isolated as described above and seeded into 6-well cell culture plates (CF from 1 heart in 1 well) in cell culture medium with 20% FBS. After 24 h, cells were washed with PBS and fresh cell culture medium with 20% FBS was added (1 ml/well). After an additional 24 h cultivation, the conditioned medium was collected and stored at −80 °C.

For the isolation of murine primary adult cardiomyocytes, a healthy mouse heart was placed in ice-cold Tyrode buffer (in mM: NaCl 11.3, KCl 0.47, KH_2_PO_4_ 0.06, Na_2_HPO_4_ 0.06, MgSO_4_ 0.12, NaHCO_3_ 1.2, KHCO_3_ 1, HEPES 1, taurine 3, (-)-blebbistatin 0.01, and glucose 5.5). The heart was cannulated via the aorta to facilitate retrograde perfusion with an enzyme solution containing 0.014% trypsin-EDTA (15090046, Gibco, Thermo Fisher Scientific) and 0.075 mg/ml Liberase (5401127001, Merck Millipore) for 5 min. After digestion, excess tissue (e.g., aorta, atria) was removed and discarded. The ventricles were transferred in a dish with 3 ml enzyme solution and pulled apart with fine forceps. The remaining tissue was gently triturated and the suspension filtered through a 200 μm polyamide sieve cloth (4-1413, neoLab, Heidelberg, Germany). The enzymatic digestion was quenched by addition of 3 ml Tyrode buffer containing 20% FBS. The cardiomyocytes were gravity-sedimented in round-bottom 14 ml-tubes for 10 min at room temperature. After sedimentation, the solution was aspirated and the pelleted cells were repeatedly gently resuspended and centrifuged in solutions with increasing calcium concentrations (0.1 mM calcium chloride, 0.2 mM calcium chloride, 0.4 mM calcium chloride, 0.8 mM calcium chloride). Lastly, the final of the four calcium solutions was completely and carefully aspirated and the cardiomyocytes were resuspended in plating medium (M199 medium containing 10% FBS, 1x antibiotic-antimycotic (15963194, Gibco, Thermo Fisher Scientific), 1x insulin-transferrin-selenium (12097549, Gibco, Thermo Fisher Scientific), 10 µM blebbistatin, 5 mM creatine, 2 mM L-carnitine, and 5 mM taurine).

Freshly isolated primary adult cardiomyocytes were seeded on laminin-coated wells (5000 cells/well) of two 96-well tissue culture plates and cultured for 1 h. Subsequently, one of the plates was exposed to hypoxia by exchanging the medium to ischemia buffer (in mM: NaCl 119, KCl 5.4, MgSO_4_ 1.3, NaH_2_PO_4_ 1.2, HEPES 5, MgCl_2_ 0.5, CaCl_2_ 0.9, Na-lactate 20, blebbistatin 0.01, and BSA 0.1%; 1% O_2_) and transferring the plate into a hypoxia chamber (1% O_2_). As control, the second plate received fresh culture medium and remained in the cell culture incubator (5% CO_2_ and 20% O_2_). After 90 min incubation, the hypoxic plate was transferred back to the cell culture incubator and cardiomyocytes in both plates received medium conditioned by either CF from healthy hearts or post-MI hearts (see above), supplemented with blebbistatin (0.01 mM). After 18 h incubation, live/dead imaging was performed using 0.008% Trypan Blue. Eight field-of-view images in 100× magnification were captured in triplicate wells, and live/dead cardiomyocytes were quantified.

### Metabolic RNA sequencing

To quantify newly synthesized and existing RNA transcripts in CF, thiol(SH)-linked alkylation for the metabolic sequencing (SLAMseq) using the SLAMseq Explorer and Kinetics Kit (Lexogen, Vienna, Austria) was performed. CF isolated from healthy hearts was seeded into a 24-well plate (30,000 cells/well, two wells/sample) and grown until confluency. Then, cells were cultured in culture medium with the uridine analog 4-Thiouridine (S4U, 0,1 mM) to allow S4U incorporation into newly synthesized RNA transcripts. 

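The unlabeled libraries give the T>C rate that is read without S4U. Over all intervals, 59557 of 53609626 covered T positions were read as C in unlabeled replicate 1, a rate of 0.00111, and 20678 of 31731747 in replicate 2, a rate of 0.000652. In the labeled libraries the rate was 0.0355 ± 0.000264 (SD, n = 3). All 3 labeled libraries lay above both controls (exact permutation test, one-sided, p = 0.1, the smallest possible).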

As negative control, cells were incubated in parallel without the addition of S4U. After 12 h, CF were lysed by TRIsure (Meridian Bioscience, Cincinnati, USA). RNA isolation and alkylation by iodoacetamide, which results in incorporation of a guanine instead of an adenine at S4U nucleotides during downstream NGS library preparation, were performed according to the kit manufacturer’s protocol, including the optional addition of unique molecular identifiers (UMI) for later deduplication.

The QuantSeq 3’ mRNA-Seq Library Prep Kit FWD (Lexogen, Vienna, Austria) was used to prepare NGS libraries with the optional UMI added for duplicate removal in later stages of the analysis. At least 500 pg of alkylated RNA samples were used as input. High-throughput sequencing of the libraries was performed using the Illumina NextSeq1000/2000 system (Illumina Inc., San Diego, USA) with a target of 50mio single-end, 75 bp long-reads per sample. Demultiplexing was performed using bcl2fastq2 as part of a snakemake-based pipeline (https://github.com/WestGermanGenomeCenter/bcl2fastq2_Pipeline). Sequence quality was checked using FastQC, MultiQC, and the SLAM-DUNK software^71^ utilizing its utrrates function. T>C conversions, which result from the incorporation of guanine at alkylated S4U nucleotides during NGS library preparation, were detected and quantified with one minor addition. Briefly, the previously added UMI were moved from the reads sequence into the read header using umi-tools (https://umi-tools.readthedocs.io/en/latest/) extract function, discarding all reads without complete UMI and TATA-spacer sequence before mapping. After the mapping step of SLAM-DUNK (using mm39 as the reference genome), mapped reads were deduplicated with umi-tools dedup. 

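A covered T was required in each of the 5 libraries. This left 19240 intervals, from 11192 gene names. Supplementary Data 3 lists 15530 intervals in the paper, of which the first 1532 were used here. On chromosome 1, 1160 intervals had a covered T in all libraries and 946 are in the paper's table.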

Further analysis of the SLAM-DUNK output data was performed using R. Transcripts without T detection in a sample were removed. A beta-binomial test was performed according to manufacturer’s instructions using the bb.test function. *P* values were calculated to detect transcripts with significantly increased T>C conversion rate (*P* < 0.05).

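The beta-binomial test was run on the conversions and covered T positions of all intervals with a covered T in every library, as a likelihood-ratio test with one shared overdispersion. At an unadjusted p under 0.05, 18200 intervals had a higher rate in the labeled than in the unlabeled libraries and 0 had a lower one. With Benjamini-Hochberg adjustment 18175 were higher. Restricting the test to intervals with at least 1000 covered T positions in every library moved the count most, to 3154 of 3156. These deeply covered intervals had a median rate of 0.0390 in the labeled libraries, with quartiles at 0.0349 and 0.0424, and of 0.000499 in the controls.

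**Figure D2:**
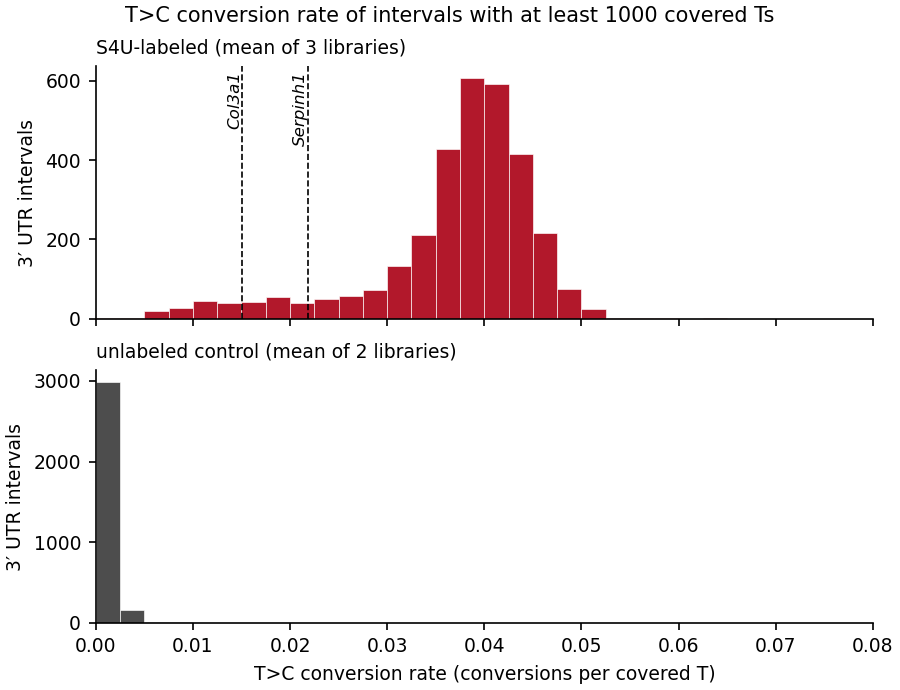
Number of 3′ UTR intervals by T>C conversion rate, for intervals with at least 1000 covered T positions in every library, as the mean of the 3 S4U-labeled libraries (top) and of the 2 unlabeled libraries (bottom). Dashed lines mark the mean labeled rates of *Col3a1* and *Serpinh1*. Most labeled rates lie around the median of 0.0390, and most control rates near 0.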

### Single-cell/single-nucleus RNA sequencing data analysis

Single-cell RNA sequencing (scRNAseq) and single-nucleus RNA sequencing (snRNAseq) data were processed using the R Seurat package^72^ (v3.0).

For comparison of gene expression among cardiac cell types, including cardiomyocytes, an snRNAseq data set (whole heart sample) of cardiac cells isolated from a healthy heart of a 12-week-old mouse^23^ (ArrayExpress E-MTAB-7869, sample Y1) was used.

For comparison of gene expression in CF, 5 days after sham and MI surgery or among the cardiac cell types 5 days post-MI, we re-analyzed scRNAseq data sets (whole heart samples) previously published by us^29^. Names of CF populations were annotated according to expression of CF population markers on the basis of Farbehi et al.^73^ and Shi et al.^74^.

To assess gene expression in human healthy hearts, post-MI hearts, and hearts with cardiomyopathy, we analyzed snRNAseq and cellular indexing of transcriptomes and epitopes by sequencing (CITE-seq) data sets recently generated^24–26^. Tissue samples for these data sets were acquired from the left ventricular apex (fresh for CITE-seq and frozen for snRNAseq) and included non-failing controls (rejected for heart transplant but preserved ejection fractions), acute myocardial infarction (within 3 months of MI), and chronic heart failure (ischemic and non-ischemic cardiomyopathy). Tissue from the left ventricular apex was used in all samples to provide consistency in comparing signatures from sample to sample.

To compare gene expression in human CF located in the post-MI heart either in the ischemic zone or the remote zone, we used snRNAseq data sets generated within a spatial multi-omic map of human MI^33^ (https://cellxgene.cziscience.com/collections/8191c283-0816-424b-9b61-c3e1d6258a77). Data from ischemic zone and remote zone samples 2 days (patients no. P3 and P9) and 5 days (patient no. P2) post-MI were analyzed.

### Statistics and reproducibility

The methods used are described in detail in the respective ‘Secretome analysis in cultured CF’, ‘In-vivo-secretome analysis in POSTN^+^ CF’, and ‘Metabolic RNA sequencing’ sections and in the figure legends (where appropriate). *P* values of <0.05 were considered statistically significant. Experiments were performed with at least *n* = 3 biological replicates. For secretome analysis in cultured CF, experiments were performed with biological replicates in terms of CF preparations from different animals. For in-vivo-secretome analysis, experiments were performed with biological replicates in terms of coronary effluents collected from different animals. Numbers of biological replicates are stated in the figure legends where appropriate.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Description of Additional Supplementary Materials

Reporting Summary

Transparent Peer Review file

## Data Availability

Mass spectrometry data have been deposited to the ProteomeXchange Consortium via the PRIDE^75^ partner repository with the dataset identifiers PXD046238, PXD053791, and PXD060926. Metabolic RNA sequencing data have been deposited in NCBI’s Gene Expression Omnibus^76^ and are accessible through GEO Series accession number GSE293090. Source data underlying the presented graphs and charts are provided in the Supplementary Data files. All other data supporting the findings of this study are available from the corresponding authors upon reasonable request.

# Supplementary material for: A secretome atlas of cardiac fibroblasts from healthy and infarcted mouse hearts
**Source:** Commun Biol. 2025 Apr 29;8:675. doi: 10.1038/s42003-025-08083-y
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary Information

### A secretome atlas of cardiac fibroblasts from healthy and infarcted mouse hearts

Jasmin Bahr<sup>1</sup>, Gereon Poschmann<sup>2</sup>, Andreas Jungmann<sup>3</sup>, Martin Busch<sup>3</sup>, Zhaoping Ding<sup>1</sup>, Jens Vogt<sup>4</sup>, Ria Zalfen<sup>1</sup>, Julia Steinhausen<sup>1</sup>, Arlen Aurora Euan Martínez<sup>1</sup>, Thorsten Wachtmeister<sup>5</sup>, Daniel Rickert<sup>5</sup>, Tobias Lautwein<sup>5</sup>, Christina Alter<sup>1</sup>, Junedh M. Amrute<sup>6</sup>, Kory J. Lavine<sup>6</sup>, Karl Köhrer<sup>5</sup>, Bodo Levkau<sup>4,7</sup>, Patrick Most<sup>3</sup>, Kai Stühler<sup>2,8</sup>, Julia Hesse<sup>1,7,\*</sup>, Jürgen Schrader<sup>1,7,\*</sup>

Dr. Julia Hesse, ; Prof. Dr. Jürgen Schrader: 

**Supplementary Table 1: Reported functions of paracrine/autocrine factors secreted from cCF**

Proteins with known functions that were found in the secretome of non-activated CF (cCF) isolated from the mouse hearts 5 days after sham surgery were selected by PubMed search. Proteins are listed in decreasing secretome protein intensity. Quantitative information of the listed proteins can be found in Figure 2 and Supplementary Data 1.

| <b>Protein; gene</b>                                                        | <b>Function</b>                                                      | <b>Ref.</b> |
|-----------------------------------------------------------------------------|----------------------------------------------------------------------|-------------|
| <b>Plasminogen activator inhibitor 1 (PAI-1); <i>Serpine1</i></b>           | Central function in thrombo-inflammation                             | 1           |
| <b>Gelsolin (GSN); <i>Gsn</i></b>                                           | Important mediator of cardiac fibrosis                               | 2           |
| <b>Insulin like growth factor binding protein 4 (IGFBP4); <i>Igfbp4</i></b> | Cardiogenic growth factor                                            | 3           |
| <b>Pentraxin-related protein 3 (PTX3); <i>Ptx3</i></b>                      | Essential component of the humoral arm of the innate immune system   | 4           |
| <b>Complement C3 (C3); <i>C3</i></b>                                        | Important component of complement system                             | 5           |
| <b>Chemokine (C-C motif) ligand 2 (CCL2); <i>Ccl2</i></b>                   | Regulates migration and infiltration of a wide range of immune cells | 6           |
| <b>Pigment epithelium-derived factor (PEDF); <i>Serpinf1</i></b>            | Potent inhibitor of angiogenesis                                     | 7           |
| <b>Beta-nerve growth factor (NGF); <i>Ngf</i></b>                           | Beneficial actions on cardiomyocytes; angiogenesis                   | 8           |
| <b>Angiopoietin-like 4 (ANGPTL4); <i>Angptl4</i></b>                        | Antiangiogenic modulatory factor                                     | 9           |
| <b>Proprotein convertase subtilis/kexin 6 (PCSK6); <i>Pcsk6</i></b>         | Inhibits cardiomyocyte senescence                                    | 10          |
| <b>Follistatin-related protein 1 (FSTL1); <i>Fstl1</i></b>                  | Critical for homeostasis of vascular wall                            | 11          |
| <b>Superoxide dismutase (SOD3); <i>Sod3</i></b>                             | Redox signaling; modulation of inflammatory response                 | 12          |
| <b>Tyrosine-protein kinase receptor UFO (AXL); <i>Axl</i></b>               | Mediates inflammation                                                | 13          |

**Supplementary Table 2: Intracellular protein and mRNA transcript levels of proteins of the cCF secretome.**

The cCF proteome in cell lysates harvested together with the supernatants for the secretome analysis after 8 h of SILAC labeling was assessed by LC-MS/MS (n=4; source data in Supplementary Data 2). Bulk transcriptome analysis with detection of newly synthesized transcripts (thiol-linked alkylation for metabolic sequencing, SLAMseq) was performed in CF isolated from healthy mouse hearts (n=3; source data in Supplementary Data 3). For transcript labeling, CF were incubated for 12 h with 4-thiouridine (S4U). In subsequent sample processing, incorporated S4U in newly synthesized transcripts resulted in T>C conversions that were quantified by sequencing. For selected proteins of the cCF secretome, their protein levels (intensities with SILAC label, Int) in the secretome and proteome, as well as the mRNA transcript levels (counts per million, CPM) and transcript T>C conversion rates are shown. 

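For each of the 18 genes described (from Supplementary Table 2, the 3 collagen chains and *Fn1*), the T>C conversion rate was higher in every labeled library than in both unlabeled libraries. Among these 18 genes, high rates next to that of *Ccl2* were 0.0448 ± 0.00260 (SD, n = 3) for *Ptx3* and 0.0398 ± 0.00416 for *Axl*. The rate of *Axl* was higher than 56.5% of the intervals with at least 1000 covered T positions in every library. Lower rates were 0.0312 ± 0.00421 for *Angptl4*, 0.0300 ± 0.000324 for *Fstl1*, 0.0294 ± 0.00331 for *Lpl* and 0.0276 ± 0.00611 for *Ccl9*. Low rates were 0.0188 ± 0.00505 for *Pcsk6*, 0.0154 ± 0.00152 for *Fn1*, 0.0152 ± 0.00275 for *Gsn*, 0.0144 ± 0.00228 for *Igfbp4*, 0.0118 ± 0.00185 for *Ctsb* and 0.00669 ± 0.00223 for *C3*. The difference between the highest and the lowest of these rates exceeded the SD of each gene. In the unlabeled libraries the deposited number of conversions was 0 for *Angptl4* and *Pcsk6*, whose coverage allows rates of up to 0.00480 and 0.000480. By the separate count of reads with a conversion, 1.19% of the 84 reads of *Angptl4* in unlabeled replicate 1 carried one. The lowest mean transcript levels were 3.91 ± 2.35 CPM (SD, n = 3) for *Angptl4* and 5.83 ± 4.31 CPM for *Ccl9*, and without labeled replicate 2 they were 3.77 and 3.42 CPM, which puts *Ccl9* below *Angptl4*. *Fn1* had 387 ± 238 CPM. *Ctsb* was read on the interval with the higher CPM of its 2, at 87.3 ± 46.0 CPM, and the other, shorter interval had 76.8 ± 38.5 CPM (SD, n = 3), as in Supplementary Table 2. The intervals of *Ptx3*, *C3*, *Ctsb* and *Lpl* overlap an annotated gene on the other strand and that of *Pcsk6* one on the same strand, so their reads are less certain. The interval of *C3* has 46 bases with 13 T positions. Among the labeled libraries, each of these genes had its lowest deposited CPM in replicate 3. Outside the table, *Thbs1* at 0.0540 ± 0.00220, *Inhba* at 0.0485 ± 0.00102 and *Gdf6* at 0.0467 ± 0.00191 were among the 5 highest rates of the secretome genes with at least 1000 covered T positions in every library, and *Apoe* at 0.00510 ± 0.00225, *Cst3* at 0.00537 ± 0.000700, *Fbln1* at 0.00621 ± 0.00255, *Efemp1* at 0.00651 ± 0.00198 and *Sparcl1* at 0.00656 ± 0.000742 were the 5 lowest.

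**Figure D3:**
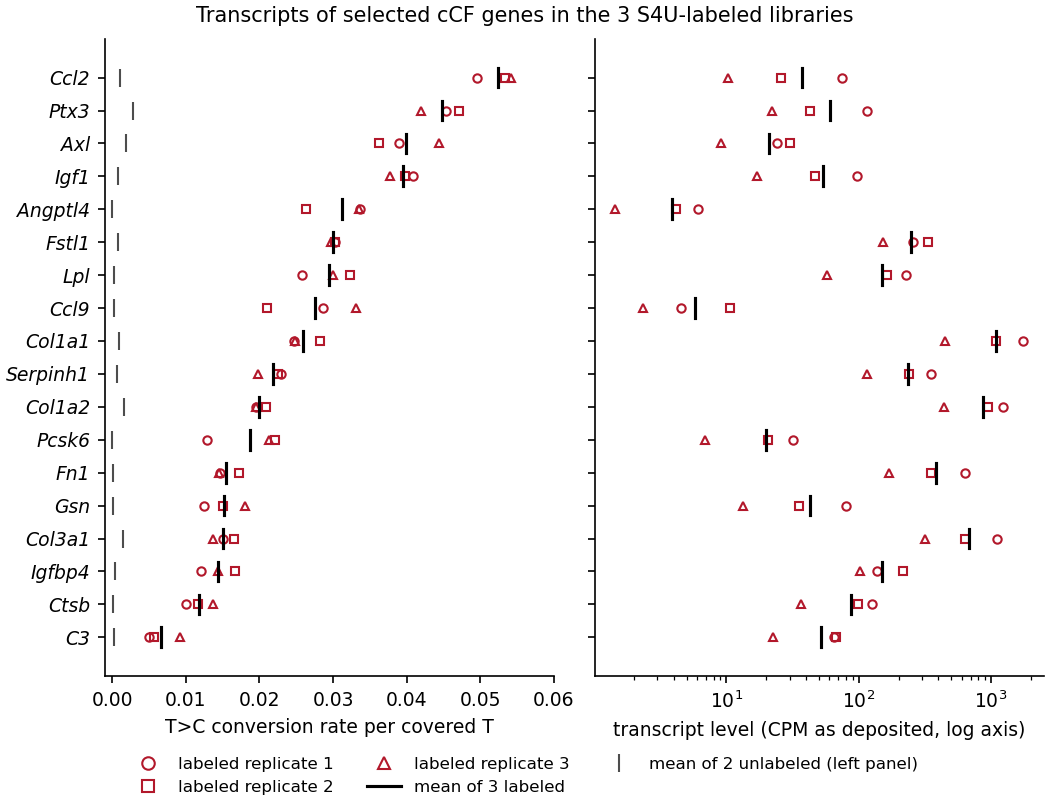
T>C conversion rate (left) and deposited CPM on a log axis (right) of the 18 genes in each of the 3 labeled libraries, with black lines at the means and gray ticks at the mean rate of the 2 unlabeled libraries. Mean rates run from 0.00669 for *C3* to 0.0524 for *Ccl2*.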

Data are reported as mean  $\pm$  SD. n.d., not detected.

| Protein/gene           | Secretome [Int]                | Proteome [Int]                  | Transcriptome [CPM]        | Transcriptome [T>C conversion rate] |
|------------------------|--------------------------------|---------------------------------|----------------------------|-------------------------------------|
| <b>PAI1/Serpine1</b>   | <b>7.06E+09</b> $\pm$ 2.37E+09 | <b>4.75E+06</b> $\pm$ 3.11E+06  | <b>340.57</b> $\pm$ 180.03 | <b>0.050</b> $\pm$ 0.001            |
| <b>GSN/Gsn</b>         | <b>9.31E+08</b> $\pm$ 2.49E+08 | n.d.                            | <b>42.81</b> $\pm$ 33.62   | <b>0.015</b> $\pm$ 0.003            |
| <b>IGFBP4/Igfbp4</b>   | <b>3.81E+08</b> $\pm$ 5.13E+07 | n.d.                            | <b>150.94</b> $\pm$ 58.19  | <b>0.014</b> $\pm$ 0.002            |
| <b>PTX3/Ptx3</b>       | <b>3.51E+08</b> $\pm$ 1.04E+08 | <b>3.24E+07</b> $\pm$ 2.18E+07  | <b>60.26</b> $\pm$ 49.01   | <b>0.045</b> $\pm$ 0.003            |
| <b>C3/C3</b>           | <b>1.34E+08</b> $\pm$ 6.82E+07 | n.d.                            | <b>51.45</b> $\pm$ 25.28   | <b>0.007</b> $\pm$ 0.002            |
| <b>CCL2/Ccl2</b>       | <b>8.71E+07</b> $\pm$ 3.45E+07 | n.d.                            | <b>36.95</b> $\pm$ 33.56   | <b>0.052</b> $\pm$ 0.003            |
| <b>NGF/Ngf</b>         | <b>2.11E+07</b> $\pm$ 5.77E+06 | n.d.                            | <b>9.58</b> $\pm$ 8.36     | n.d.                                |
| <b>CTSB/Ctsb</b>       | <b>1.83E+07</b> $\pm$ 2.42E+07 | <b>2.10E+07</b> $\pm$ 4.50E+06  | <b>76.83</b> $\pm$ 38.53   | <b>0.011</b> $\pm$ 0.003            |
| <b>CCL9/Ccl9</b>       | <b>1.82E+07</b> $\pm$ 1.21E+07 | n.d.                            | <b>5.83</b> $\pm$ 4.31     | <b>0.028</b> $\pm$ 0.006            |
| <b>IGF1/Igf1</b>       | <b>1.57E+07</b> $\pm$ 4.92E+06 | n.d.                            | <b>53.84</b> $\pm$ 40.86   | <b>0.039</b> $\pm$ 0.002            |
| <b>ANGPTL4/Angptl4</b> | <b>1.50E+07</b> $\pm$ 7.18E+06 | n.d.                            | <b>3.912</b> $\pm$ 2.35    | <b>0.031</b> $\pm$ 0.004            |
| <b>CFH/Cfh</b>         | <b>1.35E+07</b> $\pm$ 1.85E+07 | n.d.                            | <b>80.87</b> $\pm$ 63.58   | <b>0.015</b> $\pm$ 0.000            |
| <b>PCSK6/Pcsk6</b>     | <b>1.30E+07</b> $\pm$ 5.56E+06 | n.d.                            | <b>19.82</b> $\pm$ 12.56   | <b>0.019</b> $\pm$ 0.005            |
| <b>FSTL1/Fstl1</b>     | <b>9.91E+06</b> $\pm$ 3.45E+06 | n.d.                            | <b>246.95</b> $\pm$ 89.34  | <b>0.030</b> $\pm$ 0.000            |
| <b>LPL/Lpl</b>         | <b>3.37E+06</b> $\pm$ 5.61E+05 | n.d.                            | <b>148.99</b> $\pm$ 85.05  | <b>0.029</b> $\pm$ 0.003            |
| <b>AXL/Axl</b>         | <b>2.64E+06</b> $\pm$ 1.44E+06 | n.d.                            | <b>21.12</b> $\pm$ 10.84   | <b>0.040</b> $\pm$ 0.004            |
| <b>HSP47/Serpinh1</b>  | <b>1.84E+06</b> $\pm$ 1.12E+06 | <b>1.63E +09</b> $\pm$ 5.45E+08 | <b>235.86</b> $\pm$ 117.12 | <b>0.022</b> $\pm$ 0.002            |

**Supplementary Table 3: Secretome proteins of miCF at day 3 and day 5 post-MI that were significantly changed in comparison to cCF from sham-operated hearts.**

Secretome data obtained from miCF isolated 3 days after MI and secretome data obtained from miCF isolated 5 days after MI were matched in terms of significantly upregulated proteins compared to respective sham controls (n=4 each; source data in Supplementary Data 1).

| Proteins significantly upregulated |          |           |                             |                       |
|------------------------------------|----------|-----------|-----------------------------|-----------------------|
| only at day 3 post-MI              |          |           | both at day 3 and 5 post-MI | only at day 5 post-MI |
| AEBP1                              | FBLN5    | NID1      | COL1A1                      | ACTG1                 |
| APOE                               | FBN1     | OGN       | COL12A1                     | BMP1                  |
| APP                                | FBN2     | PAM       | COL16A1                     | CRLF1                 |
| B2M                                | FRZB     | PCOLCE2   | CPE                         | FMOD                  |
| C1-INH                             | FSTL1    | PEDF      | DNAJB11                     | IGFBP2                |
| CCDC80                             | GRN      | PLAT      | ECM1                        | PLOD1                 |
| CCL9                               | HSPG2    | PLOD3     | FN1                         | SEMA7A                |
| COL1A2                             | IGF1     | PSAP      | GDF6                        | TIMP3                 |
| COL3A1                             | IGFBP7   | QSOX1     | INHBA                       |                       |
| COL4A1                             | LAMC1    | RNASE4    | LAMA2                       |                       |
| COL4A5                             | LGALS3BP | SERPINA3N | LAMA4                       |                       |
| COL5A2                             | LGMN     | SLIT3     | LOX                         |                       |
| COL8A1                             | LOXL2    | SPARC     | LOXL3                       |                       |
| CTSA                               | LTBP3    | SRPX2     | LTBP2                       |                       |
| CTSB                               | LTBP4    | SVEP1     | MATN2                       |                       |
| CTSL                               | METRNL   | TCN2      | POSTN                       |                       |
| DAG1                               | MFAP5    | TGFBI     | PXDN                        |                       |
| EFEMP1                             | MFGE8    | TNC       | SFRP1                       |                       |
| EFEMP2                             | MGP      | WISP2     | SLIT2                       |                       |
| FBLN1                              | MMP2     |           | OPG                         |                       |

**Supplementary Table 4: Secretome proteins of cultured miCF and POSTN<sup>+</sup> CF in-vivo 5 days post-MI.**

Identified proteins in the secretome of miCF isolated 5 days after MI (n=4; source data in Supplementary Data 1) and in the in-vivo-secretome of POSTN<sup>+</sup> CF collected in the coronary effluent at day 5 post-MI (n=6; source data in Supplementary Data 4) were matched. Proteins that were significantly enriched in the effluent of AAV9-POSTN-ER-TurboID-transduced mice in comparison to non-transduced control mice 5 days post-MI (n=6; source data in Supplementary Data 4) are marked with an asterisk.

| Identified proteins detected |          |         |                                             |                           |          |               |
|------------------------------|----------|---------|---------------------------------------------|---------------------------|----------|---------------|
| only in cultured miCF        |          |         | both in cultured miCF and coronary effluent | only in coronary effluent |          |               |
| ACTG1                        | EFEMP2   | OPG     | APOE*                                       | A1AT2*                    | EGFR*    | ITIH2         |
| ADAM12                       | EMILIN1  | PAI-1   | BGN                                         | A1AT3*                    | EIF4A1*  | ITIH3         |
| ADAM15                       | FBN1     | PAM     | C1-INH*                                     | A1AT4*                    | EPHX2    | ITIH4*        |
| ADAMTS1                      | FMOD     | PCOLCE2 | C3*                                         | A1AT5*                    | EZR      | KLKB1*        |
| ADAMTS2                      | FNDC1    | PCSK6   | CFH*                                        | A2AP*                     | F11*     | KNG1*         |
| ADAMTSL3                     | FRZB     | PLAT    | COL3A1                                      | ACTA2                     | F12*     | KNG2*         |
| ADM                          | FSTL1    | PLAU    | CP*                                         | ACTB                      | F13B*    | KRT36         |
| AEBP1                        | GAS6     | PLOD1   | DCN                                         | ACTN2                     | F2*      | KRT76         |
| ANGPTL4                      | GDF6     | PLOD3   | FBLN1                                       | AFM*                      | FABP3    | LDHA          |
| APP                          | GDN      | PRELP   | FBLN2*                                      | AGT*                      | FABP4    | LDHB          |
| ASPN                         | HSP47    | PROS1   | FBLN5                                       | A182371*                  | FETUB*   | LIFR*         |
| AXL                          | IGF1     | PSAP    | FN1                                         | ALB*                      | FGA      | LRG1*         |
| B2M                          | IGFBP2   | PTX3    | GRN*                                        | ALDOA                     | FGB      | LYZ1          |
| BMP1                         | IGFBP3   | QPCT    | GSN                                         | AMBP*                     | FGG      | LYZ2          |
| CCDC80                       | IGFBP4   | RNASE4  | HSPG2                                       | ANT3                      | FHL2     | MB            |
| CCL2                         | IGFBP7   | SDF4    | LAMA4                                       | ANXA2                     | GAPDH    | MBL1*         |
| CCL9                         | INHBA    | SEMA7A  | LAMB1                                       | APOA1*                    | GC*      | MBL2*         |
| CLSTN1                       | LAMA2    | SFRP1   | LAMC1                                       | APOA4*                    | GM20547* | MDH1          |
| COL12A1                      | LAMB2    | SFRP2   | LUM                                         | APOH*                     | GPD1     | MST1*         |
| COL16A1                      | LGALS3BP | SLIT2   | NID1                                        | AZGP1*                    | GPLD1*   | MUG1*         |
| COL1A1                       | LGMN     | SLIT3   | OGN                                         | BTD*                      | GPX3     | PCCA          |
| COL1A2                       | LOX      | SOD3    | PCOLCE                                      | C1S2*                     | GSTM1    | PCX           |
| COL4A1                       | LOXL1    | SPARC   | PEDF*                                       | C4B*                      | H2AC20   | PGAM2         |
| COL4A2                       | LOXL2    | SPARCL1 | POSTN                                       | C4BPA*                    | H2BC3    | PGM1          |
| COL4A5                       | LOXL3    | SPON2   | PXDN                                        | C5*                       | H2-Q10*  | PKM           |
| COL5A2                       | LPL      | SRPX2   | QSOX1*                                      | C6                        | H4C1     | PLG*          |
| COL5A3                       | LTBP1    | SVEP1   | SERPINA3N*                                  | C8A*                      | HBA-A1   | PPIB          |
| COL6A1                       | LTBP2    | TCN2    |                                             | C8B*                      | HBB-B2   | PRDX1         |
| COL6A3                       | LTBP3    | TGFB1   |                                             | C8G*                      | HBB-BS   | PRDX2         |
| COL8A1                       | LTBP4    | THBS1   |                                             | C9*                       | HEP2*    | PYGM          |
| CPE                          | MATN2    | THBS2   |                                             | CA2*                      | HGFAC*   | PZP*          |
| CRLF1                        | METRNL   | TIMP1   |                                             | CES1B*                    | HP*      | SERPINA3K*    |
| CSF1                         | MFAP5    | TIMP2   |                                             | CES1C*                    | HPX*     | SERPINA3M     |
| CST3                         | MFGE8    | TIMP3   |                                             | CFHR1*                    | HRG*     | TF*           |
| CTGF                         | MGP      | TNC     |                                             | CFHR4*                    | HSP90AA1 | TTR           |
| CTSA                         | MMP2     | TSKU    |                                             | CFI                       | HSP90AB1 | TUBA1B        |
| CTSB                         | MMP3     | WISP2   |                                             | CKM                       | HSPA8    | TUBB4B        |
| CTSL                         | NGF      | ZFP462  |                                             | CLU                       | ICA*     | UBC           |
| DAG1                         | NID2     |         |                                             | COL15A1                   | IGHG1    | VCP           |
| DNAH7C                       | NTN4     |         |                                             | CPB2*                     | IGHG2C   | VIM           |
| DNAJB11                      | NUCB1    |         |                                             | CPG*                      | IGHM     | VTN           |
| DPT                          | NUCB2    |         |                                             | CSRP3                     | IGKC     | 1700009N14RIK |
| ECM1                         | OAF      |         |                                             | EEF1A1                    | IL1RAP*  |               |
| EFEMP1                       | OLFML3   |         |                                             | EEF2                      | ITIH1*   |               |

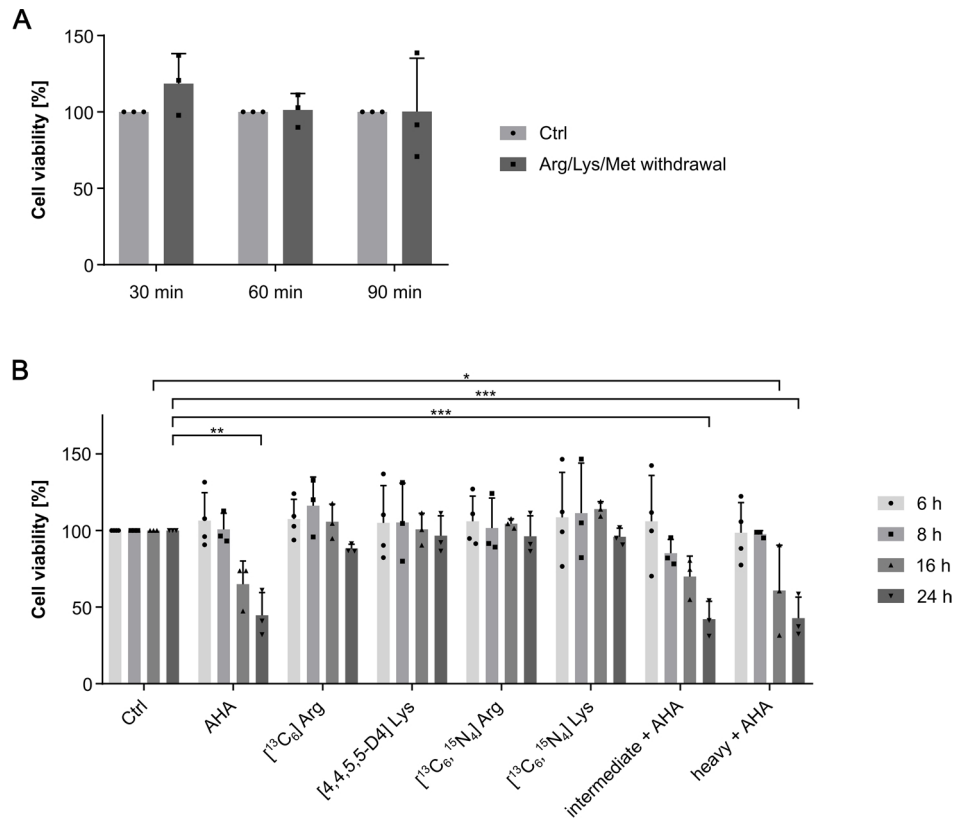

**Supplementary Figure 1: Effects of AHA and Arg/Lys isotype labeling on CF cell viability.**

**A)** CF isolated from healthy mouse hearts were incubated in conventional cell culture medium (Ctrl) and depletion medium without L-methionine (Met), L-arginine (Arg), and L-lysine (Lys) (Arg/Lys/Met withdrawal). **B)** After incubation in depletion medium without Met, Arg, and Lys for 1 h, CF were incubated in depletion medium supplemented with AHA, intermediate isotopes [<sup>13</sup>C<sub>6</sub>] Arg and [4,4,5,5-D<sub>4</sub>] Lys, heavy isotopes [<sup>13</sup>C<sub>6</sub>, <sup>15</sup>N<sub>4</sub>] Arg and [<sup>13</sup>C<sub>6</sub>, <sup>15</sup>N<sub>2</sub>] Lys, or combinations of AHA with intermediate and heavy isotopes for the indicated time points. As control (Ctrl), CF were incubated in conventional cell culture medium. All media contained 10% FBS. At the indicated time points, CF cell viability was quantified via Cell Counting Kit-8. The viability of Ctrl cells was set to 100%. Data are shown as mean ± SD (n=3 CF preparations, Ctrl 6 h: n=4 CF preparations; source data in Supplementary Data 5). Two-way ANOVA followed by Dunnett's multiple comparisons test, \**P*<0.05, \*\**P*<0.01, \*\*\**P*<0.001.

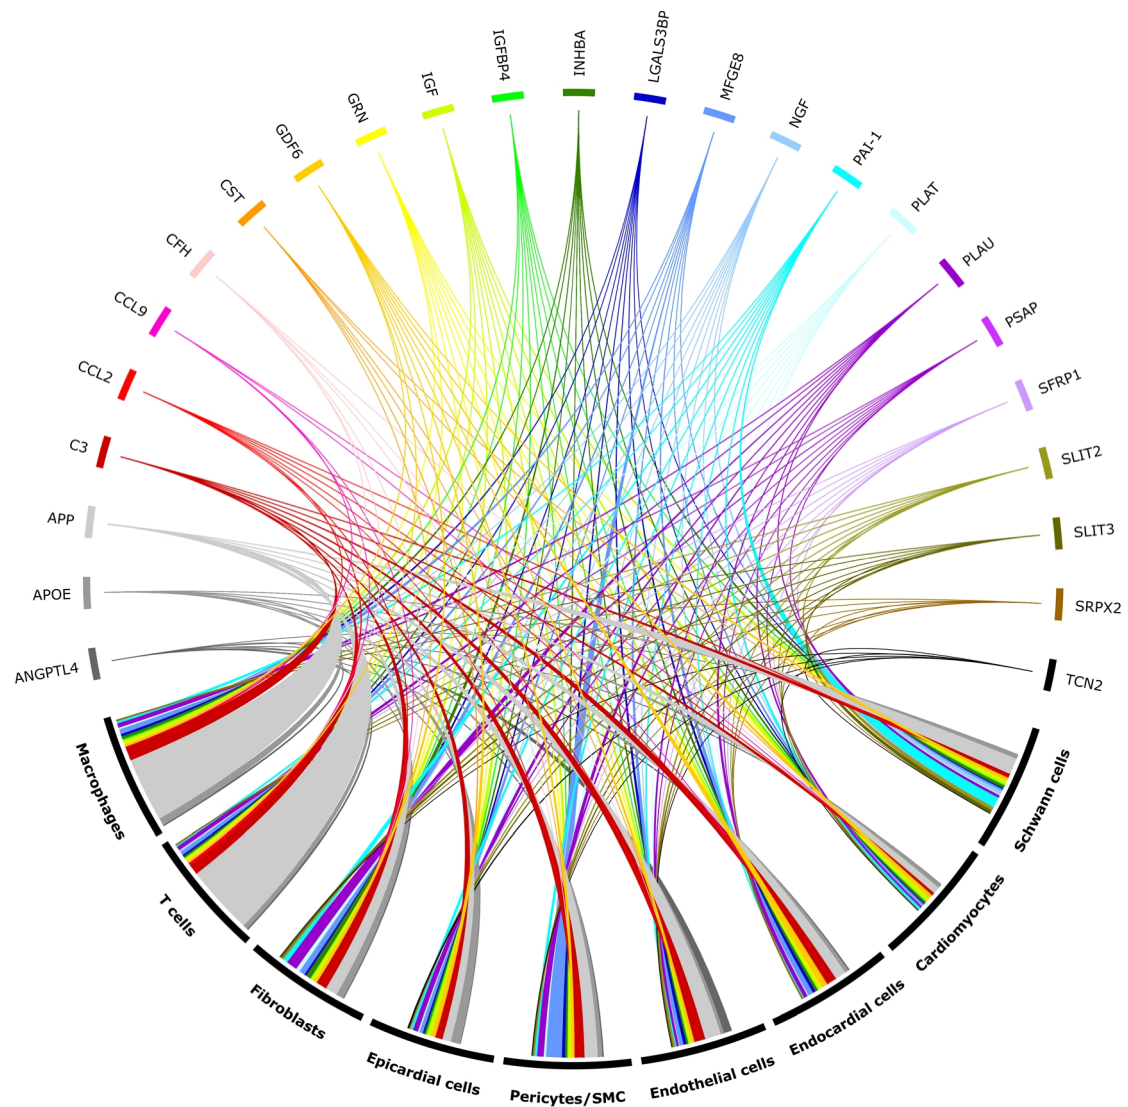

**Supplementary Figure 2: Potential cell-cell-communication mediated by cCF paracrine/autocrine factors.**

Receptors of cCF paracrine/autocrine factors were selected from the ligand-receptor database of CellTalkDB<sup>14</sup> and snRNAseq data from n=1 healthy mouse heart published by Vidal *et al.*<sup>15</sup> (sample Y1, 3,790 cells) were analyzed for their expression. The Circos<sup>16</sup> plot visualizes potential interactions between cCF paracrine factors and their receptor(s) in the different cardiac cell types. The thickness of the lines indicates the receptor expression levels in the respective cell types. Cell types are ordered according to population size.

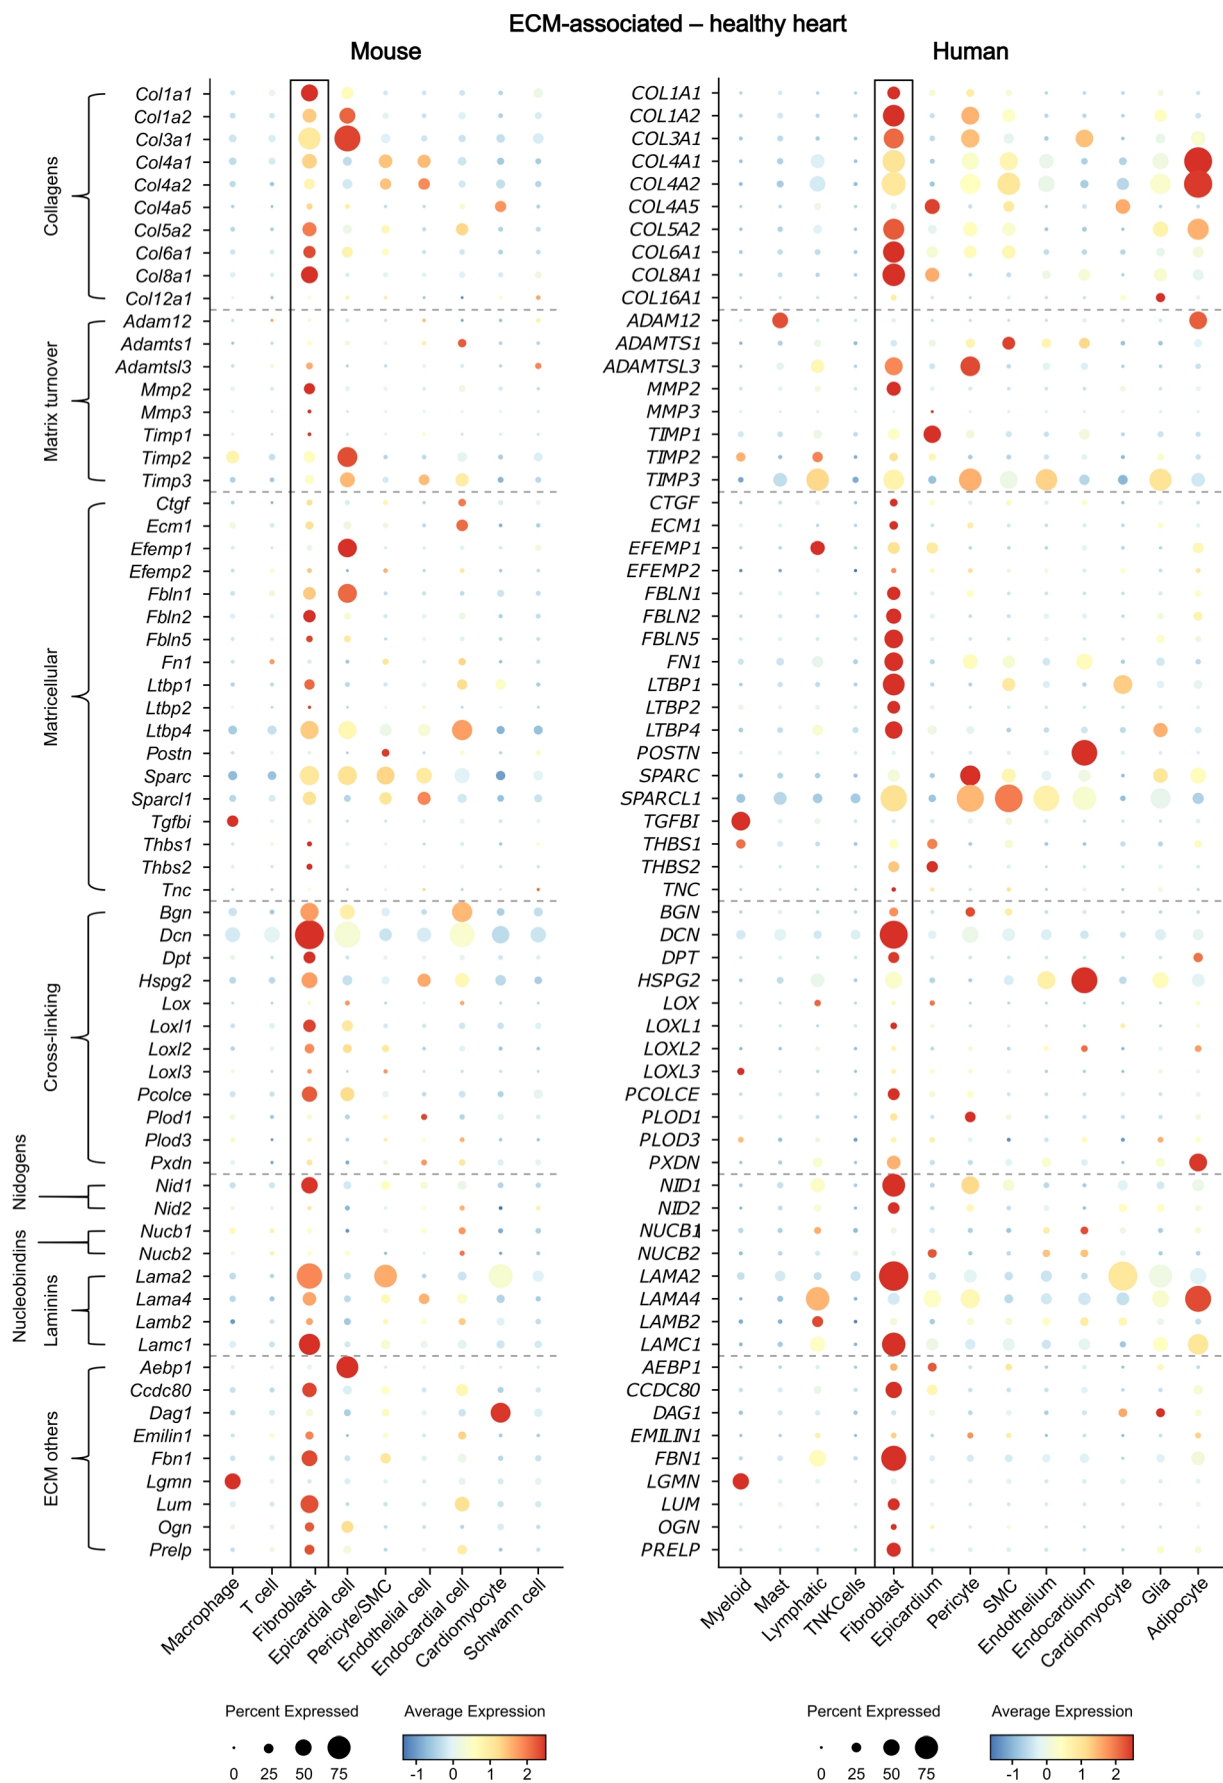

**Supplementary Figure 3: Gene expression of ECM-associated proteins identified in secretome analysis of cCF within the major cardiac cell populations as assessed by single-cell transcriptomics.**

SnRNAseq data of n=1 healthy mouse heart published by Vidal *et al.*<sup>15</sup> (sample Y1, 3,790 cells; left panel) and snRNAseq data from n=25 human hearts of healthy donors<sup>17–19</sup> (right panel) were re-analyzed. Cellular distribution of gene expression of ECM-associated cCF secretome proteins is visualized as dot plot.

# Paracrine, autocrine – healthy heart

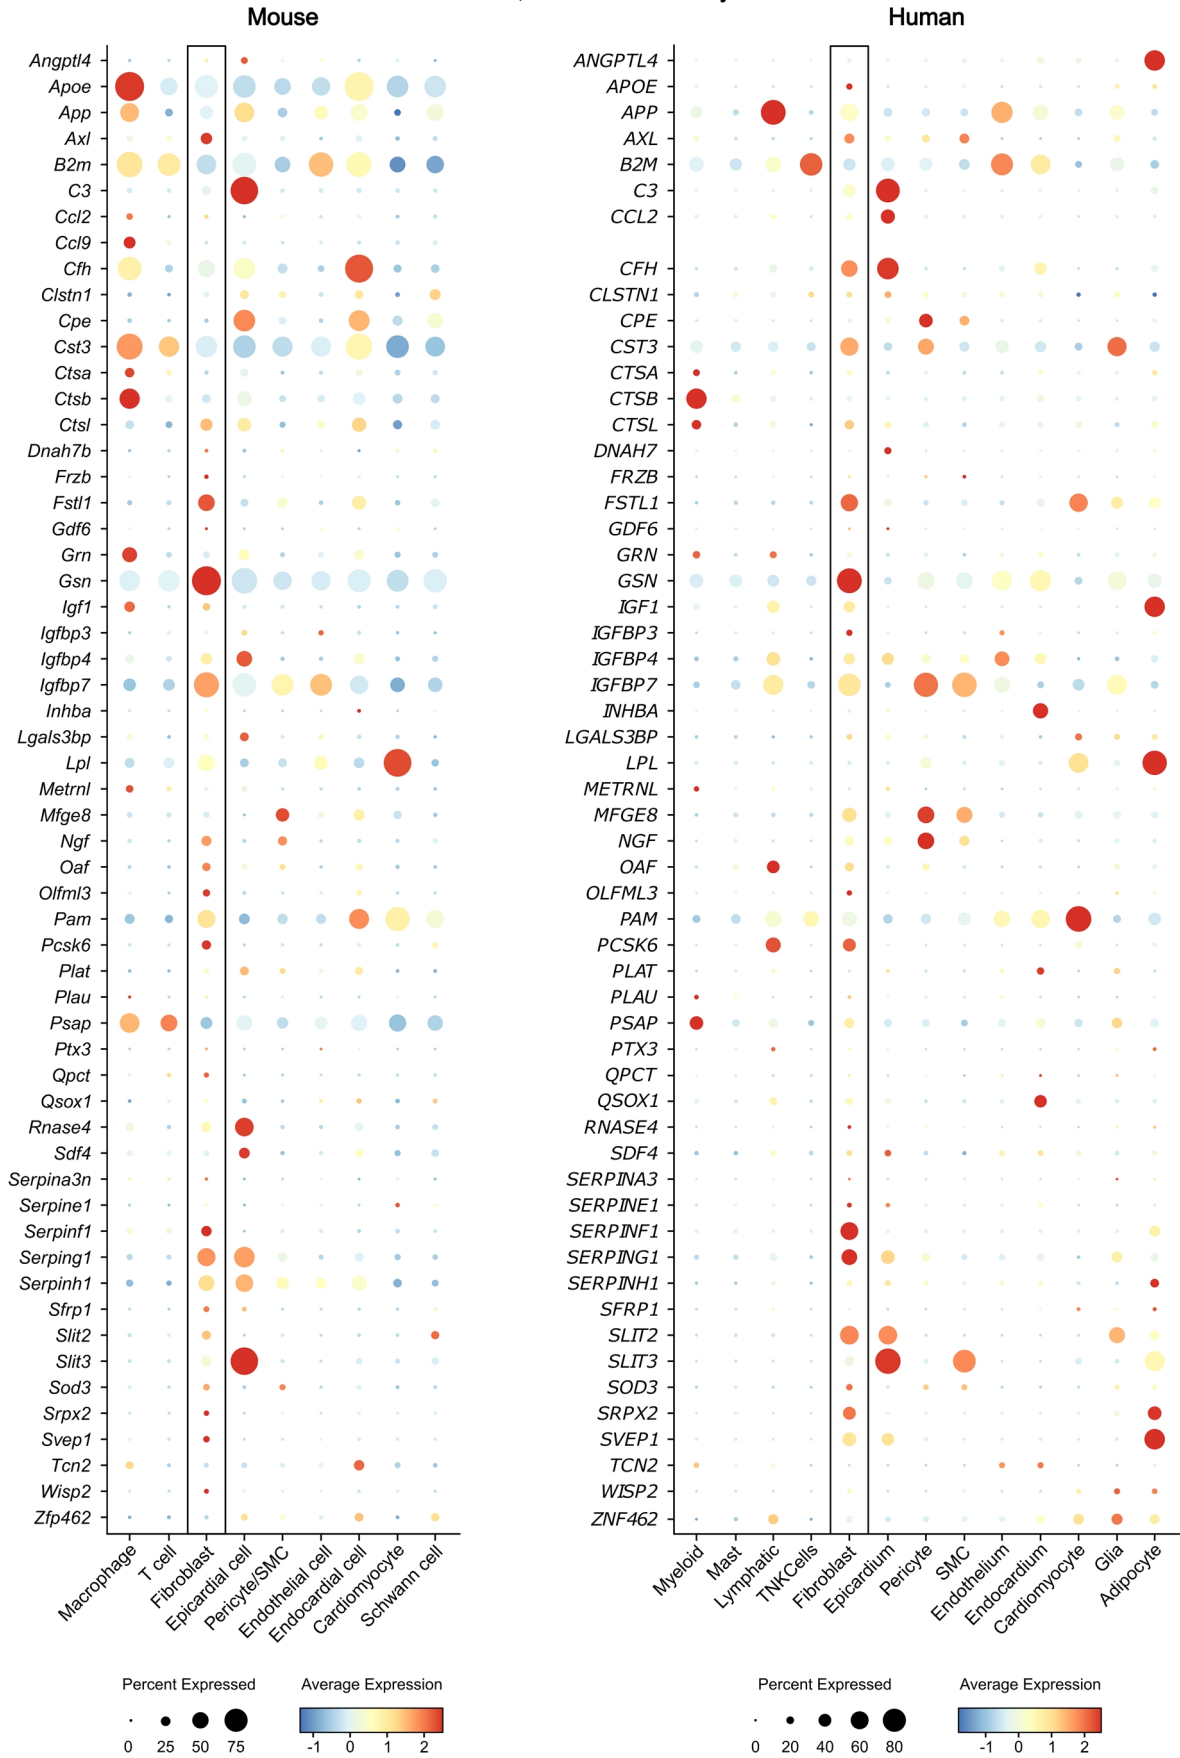

**Supplementary Figure 4: Gene expression of paracrine/autocrine factors identified in secretome analysis of cCF within the major cardiac cell populations as assessed by single-cell transcriptomics.**

SnRNAseq data of n=1 healthy mouse heart published by Vidal et al.<sup>15</sup> (sample Y1, 3,790 cells; left panel) and snRNAseq data from n=25 human hearts of healthy donors<sup>17–19</sup> (right panel) were re-analyzed. Cellular distribution of gene expression of paracrine/autocrine cCF secretome proteins is visualized as dot plot.

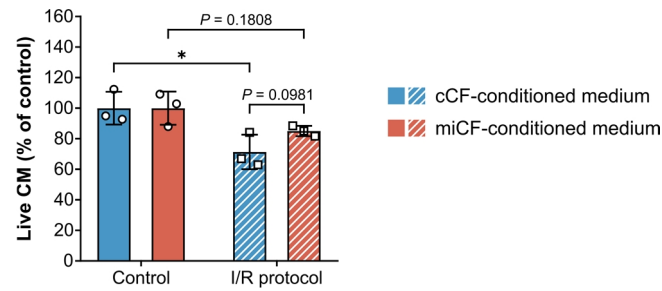

**Supplementary Figure 5: Effects of factors secreted by miCF on the viability of cardiomyocytes stressed by hypoxia.**

Murine primary adult cardiomyocytes (CM) were isolated from a healthy mouse heart and exposed to hypoxia (1% O<sub>2</sub>) for 90 min, followed by incubation for 18 h at standard cell culture conditions (20% O<sub>2</sub>), resembling an ischemia/reperfusion (I/R) protocol. During the 18 h 'reperfusion' period, medium conditioned for 24 h by cCF (isolated from healthy mouse hearts, n=3 cell preparations) or miCF (isolated 5 days post-MI, n=3 cell preparations) was applied to the CM. As unstressed control, CM were kept at standard cell culture conditions (20% O<sub>2</sub>) continuously and were treated with conditioned media in parallel. After treatment, cell viability was assessed by Trypan Blue staining and live CM were quantified. Values were normalized to the unstressed control. Data are shown as mean  $\pm$  SD (n=3; source data in Supplementary Data 6). Two-way ANOVA followed by Šidák's multiple comparisons test, \* $P < 0.05$ .

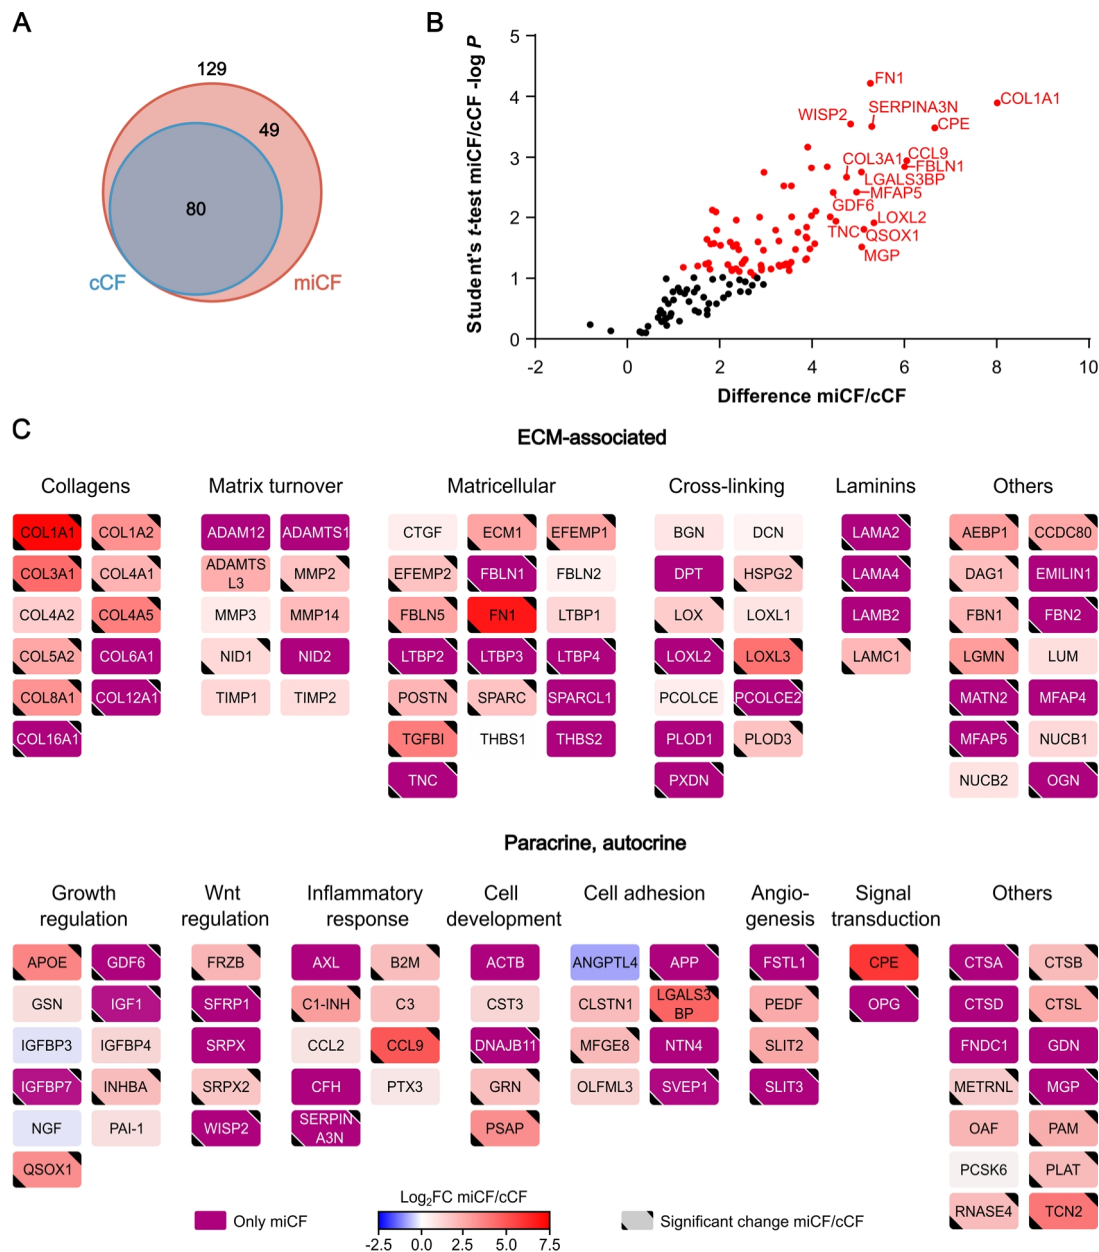

**Supplementary Figure 6: MI-induced changes of protein intensities 3 days after infarction.**

LC-MS/MS analysis identified 129 secreted proteins from post-MI CF (miCF) isolated from mouse hearts 3 days after I/R surgery (n=4; source data in Supplementary Data 1). These data were compared to the basal secretome data (80 proteins) of cCF isolated from sham-operated hearts 3 days after surgery (n=4; source data in Supplementary Data 1). **A**) Venn diagram<sup>20</sup> of identified proteins. **B**) Volcano plot of differentially secreted proteins. Proteins with significantly different intensities in cCF and miCF samples (Student's *t*-test-based SAM analysis, 5% FDR,  $S_0=0.1$ ) are highlighted in red (79 proteins). For statistical significance analysis of secreted proteins which were only detected in miCF, an imputation approach of missing base values was performed, using values taken from a downshifted normal distribution (details in Methods). Names of top 15 proteins with highest difference between cCF and miCF are annotated. The shown difference refers to the difference of group mean values of log<sub>2</sub> transformed intensities. **C**) Log<sub>2</sub> fold changes (FC) of protein intensities between miCF and cCF samples visualized with Cytoscape<sup>21</sup>. Proteins were grouped in subcategories ECM-associated proteins and paracrine/autocrine factors.

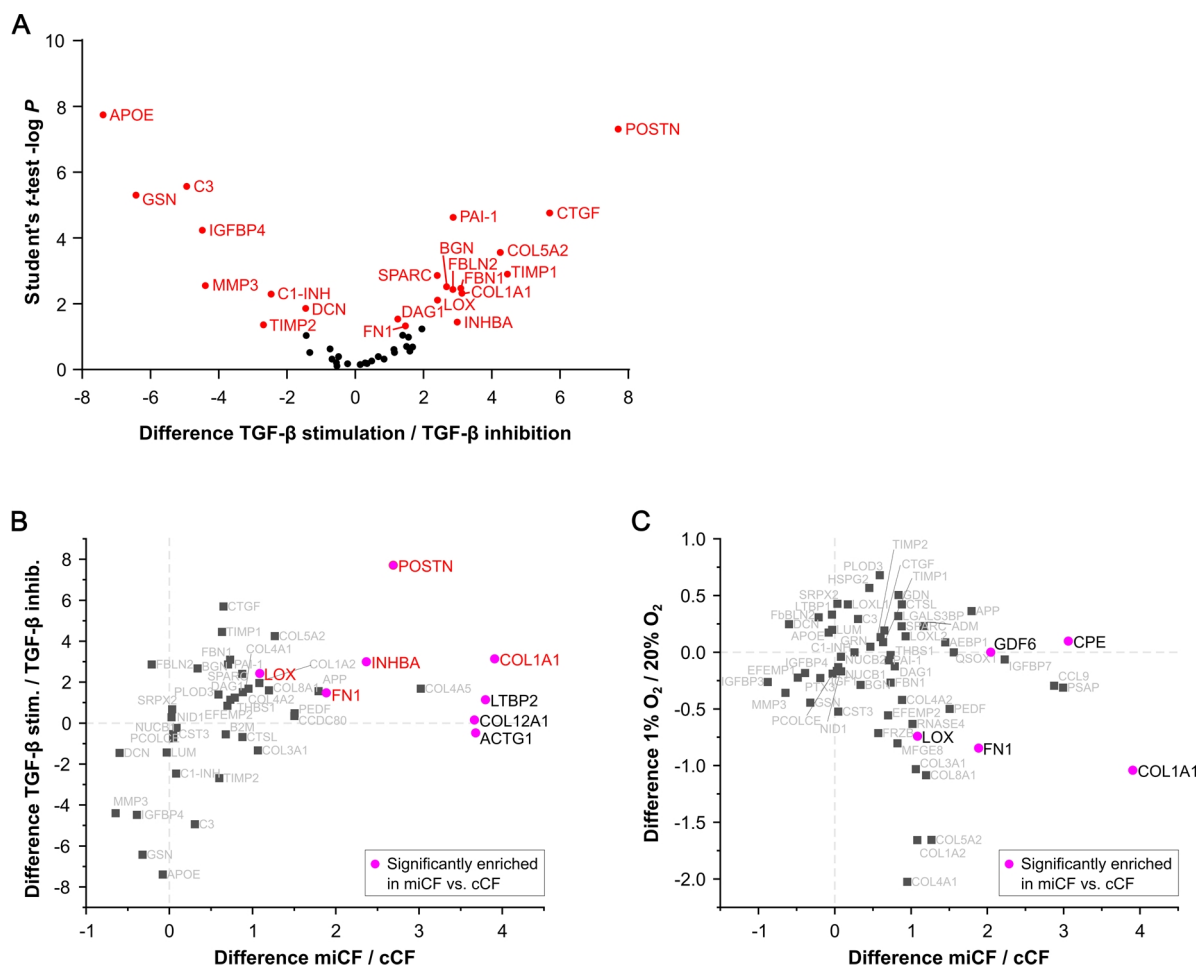

**Supplementary Figure 7: Effects of TGF- $\beta$  stimulation or exposure to hypoxia on the secretome of CF.**

**A-B)** CF isolated from healthy mouse hearts were incubated for 48 h with TGF- $\beta$ 1 (10 ng/ml) or the TGF- $\beta$  receptor inhibitor SB-431542 (10  $\mu$ M) as control ( $n=6$  each). Proteins secreted into the cell supernatants were analyzed by LC-MS/MS (source data in Supplementary Data 1). **A)** Volcano plot showing proteins with significantly different intensities (Student's  $t$ -test-based SAM analysis, 5% FDR,  $S_0=0.1$ ) in TGF- $\beta$ -treated samples vs. TGF- $\beta$  inhibitor controls highlighted in red (22 proteins). Shown are the differences of group mean values of  $\log_2$  transformed intensities. **B)** Differences in levels of secreted proteins between TGF- $\beta$ 1-treated CF and controls in comparison to differences between miCF 5 days post-MI and cCF detected in prior experiments (see Figure 4). Only proteins identified in both secretome data sets are shown. Proteins significantly enriched both in TGF- $\beta$ 1-treated CF vs. controls and miCF vs. cCF are highlighted in red. **C)** CF isolated from healthy mouse hearts were exposed to hypoxia (1%  $O_2$ ) or were incubated under standard cell culture conditions (20%  $O_2$ ) as control for 8 h ( $n=6$  each). Proteins secreted into the cell supernatants were analyzed by LC-MS/MS. Shown are the differences of secreted proteins between hypoxic CF and controls (source data in Supplementary Data 1) in comparison to differences between miCF isolated 5 days post-MI and cCF detected in prior experiments (see Figure 4).

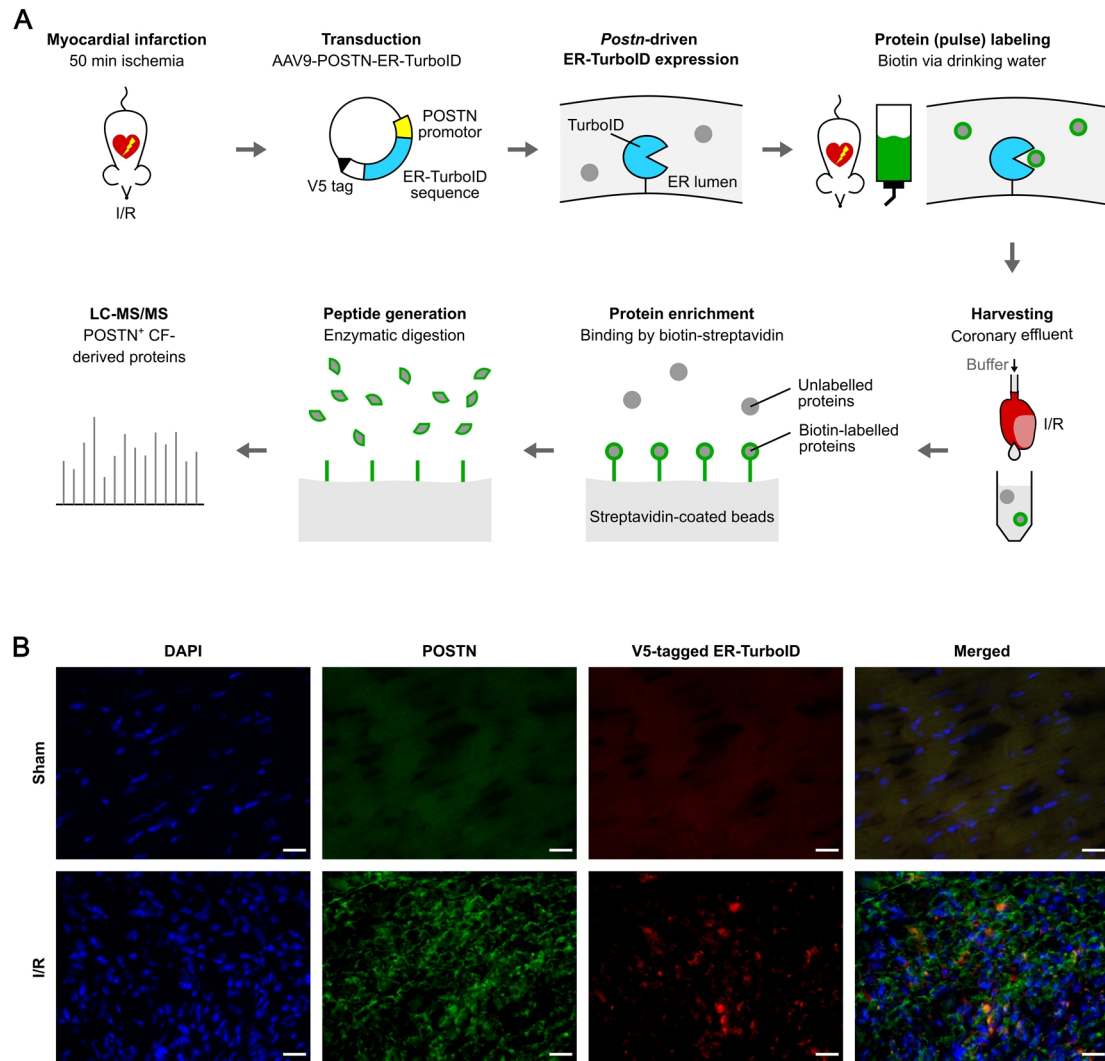

**Supplementary Figure 8: Workflow of in-vivo-secretome analysis of POSTN<sup>+</sup> CF.**

**A)** At day 1 post MI (50 min ischemia/reperfusion, IR), adeno-associated virus serotype 9 (AAV9) carrying an expression vector encoding V5-tagged ER-localized biotin ligase TurboID (ER-TurboID) under control of the POSTN promoter (AAV9-POSTN-ER-TurboID) was injected i.v.. To allow TurboID expressed in MI-activated POSTN<sup>+</sup> CF to biotinylate proximate proteins passing through the ER secretory pathway, biotin was provided via the drinking water for 3 consecutive days before protein harvest. At 5 days post-MI, secreted cardiac proteins were collected in the coronary effluent during Langendorff-based retrograde perfusion. POSTN<sup>+</sup> CF-derived, biotin-labelled proteins were bound to streptavidin-coated beads. After stringent washing to remove non-bound proteins, remaining proteins were enzymatically digested and eluted peptides were applied to LC-MS/MS. **B)** Expression of POSTN and V5-tagged ER-TurboID as assessed by immunofluorescence analysis. AAV9-POSTN-ER-TurboID was injected 2 days after MI or sham surgery (n=1 each). Biotin was provided for 3 consecutive days before sacrificing the mice at day 7 post-MI and preparing cryosections. Immunofluorescence analysis was performed with antibodies specific for POSTN and the V5-tag of ER-TurboID. DAPI was used to label nuclei. Representative images of the infarct border zone are shown. Scale bar 20  $\mu$ m.

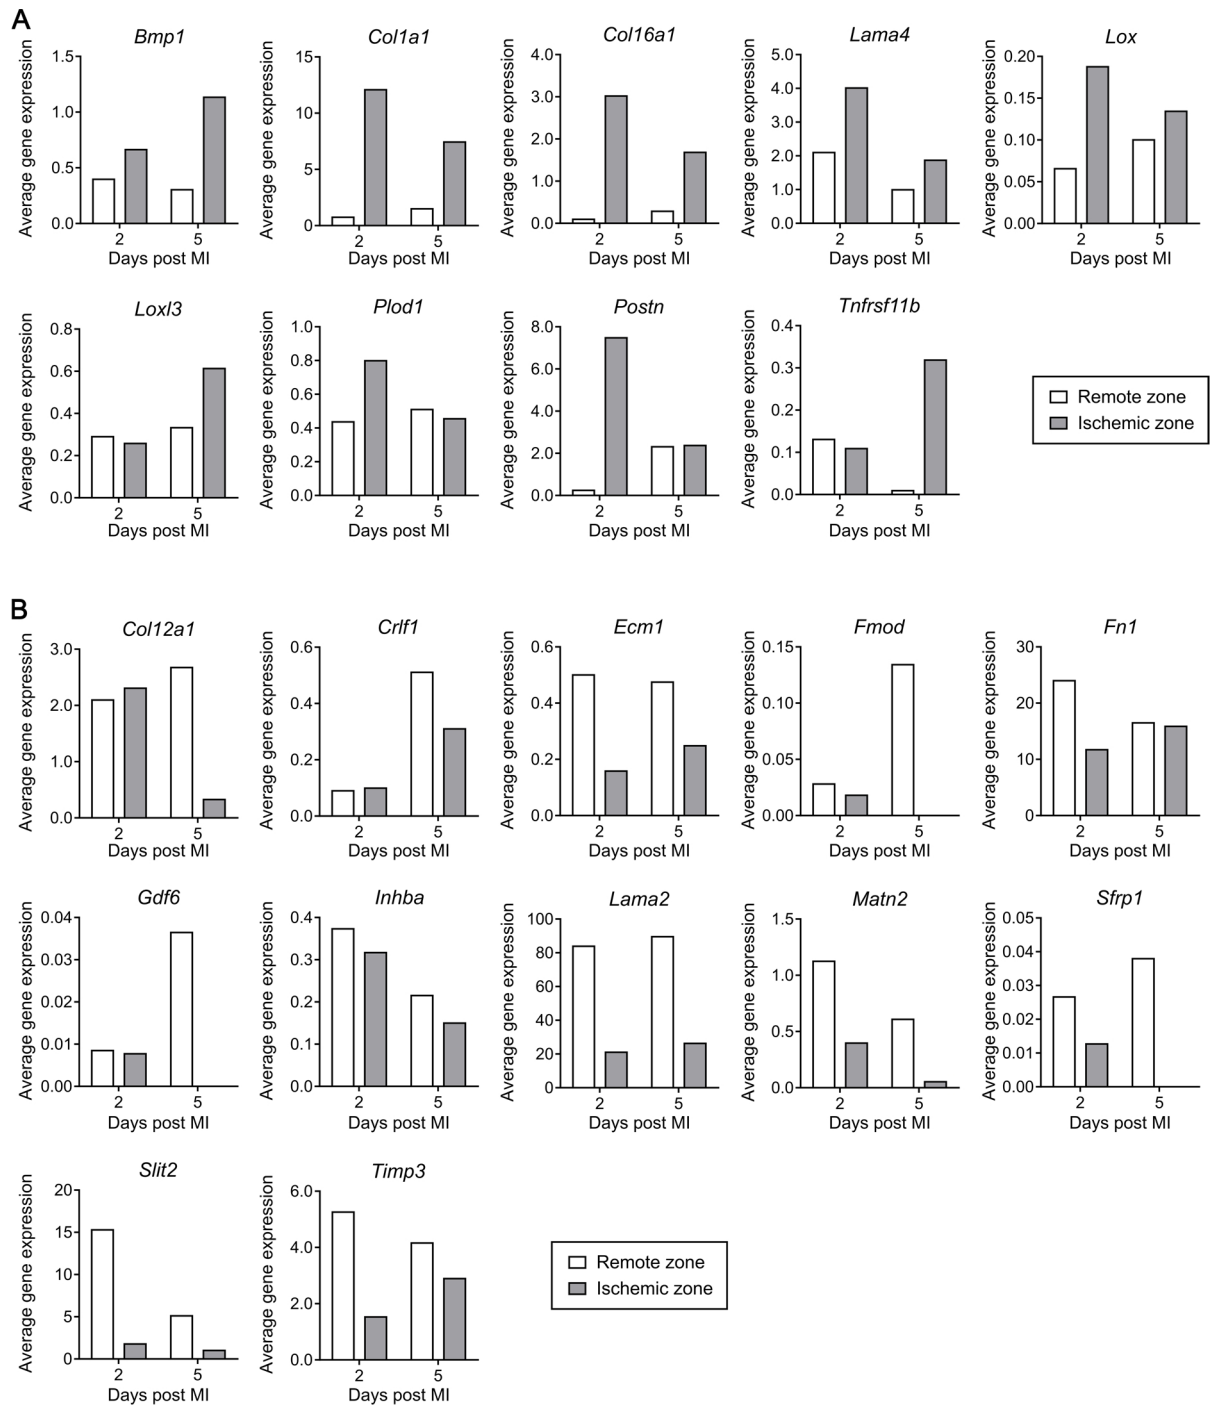

**Supplementary Figure 9: Location-dependent differences in expression of miCF-secreted proteins in the human post-MI heart.**

Transcript levels of selected significantly changed proteins between the miCF secretome and the cCF secretome in the transcriptome of CF from human heart specimen of the remote zone (RZ) or the ischemic zone (IZ) from patients 2 days (n=2; RZ: 6,260 cells, IZ: 3,009 cells) and 5 days (n=1; RZ: 1,280 cells, IZ: 188 cells) post-MI. Previously published snRNAseq data of a spatial multi-omic map of human MI<sup>22</sup> were reanalyzed. Shown are average expression levels, subdivided in **A**) proteins, which seemed to be prevalently expressed in CF located in the IZ, and **B**) proteins, which seemed to be prevalently expressed in CF located in the RZ.

## Supplementary References

1. Morrow, G. B., Whyte, C. S. & Mutch, N. J. A Serpin With a Finger in Many PAIs: PAI-1's Central Function in Thromboinflammation and Cardiovascular Disease. *Front. Cardiovasc. Med.* **8**, 653655 (2021).
2. Jana, S. *et al.* Gelsolin is an important mediator of Angiotensin II-induced activation of cardiac fibroblasts and fibrosis. *FASEB J. Off. Publ. Fed. Am. Soc. Exp. Biol.* **35**, e21932 (2021).
3. Zhu, W. *et al.* IGFBP-4 is an inhibitor of canonical Wnt signalling required for cardiogenesis. *Nature* **454**, 345–349 (2008).
4. Chiari, D. *et al.* The crossroad between autoimmune disorder, tissue remodeling and cancer of the thyroid: The long pentraxin 3 (PTX3). *Front. Endocrinol.* **14**, 1146017 (2023).
5. Erdei, A. *et al.* The versatile functions of complement C3-derived ligands. *Immunol. Rev.* **274**, 127–140 (2016).
6. Zhang, H. *et al.* Role of the CCL2-CCR2 axis in cardiovascular disease: Pathogenesis and clinical implications. *Front. Immunol.* **13**, 975367 (2022).
7. Zhang, H. *et al.* PEDF and 34-mer inhibit angiogenesis in the heart by inducing tip cells apoptosis via up-regulating PPAR- $\gamma$  to increase surface FasL. *Apoptosis Int. J. Program. Cell Death* **21**, 60–68 (2016).
8. Pius-Sadowska, E. & Machaliński, B. Pleiotropic activity of nerve growth factor in regulating cardiac functions and counteracting pathogenesis. *ESC Heart Fail.* **8**, 974–987 (2021).
9. Ito, Y. *et al.* Inhibition of angiogenesis and vascular leakiness by angiopoietin-related protein 4. *Cancer Res.* **63**, 6651–6657 (2003).
10. Zhan, W. *et al.* Pcsk6 Deficiency Promotes Cardiomyocyte Senescence by Modulating Ddit3-Mediated ER Stress. *Genes* **13**, 711 (2022).
11. Jiang, H. *et al.* Angiocrine FSTL1 (Follistatin-Like Protein 1) Insufficiency Leads to Atrial and Venous Wall Fibrosis via SMAD3 Activation. *Arterioscler. Thromb. Vasc. Biol.* **40**, 958–972 (2020).
12. Hu, L., Zachariae, E. D., Larsen, U. G., Vilhardt, F. & Petersen, S. V. The dynamic uptake and release of SOD3 from intracellular stores in macrophages modulates the inflammatory response. *Redox Biol.* **26**, 101268 (2019).
13. Chen, W. *et al.* Role of Axl in target organ inflammation and damage due to hypertensive aortic remodeling. *Am. J. Physiol. Heart Circ. Physiol.* **323**, H917–H933 (2022).
14. Shao, X. *et al.* CellTalkDB: a manually curated database of ligand-receptor interactions in humans and mice. *Brief. Bioinform.* **22**, bbaa269 (2021).
15. Vidal, R. *et al.* Transcriptional heterogeneity of fibroblasts is a hallmark of the aging heart. *JCI Insight* **4**, (2019).
16. Krzywinski, M. *et al.* Circos: An information aesthetic for comparative genomics. *Genome Res.* **19**, 1639–1645 (2009).
17. Amrute, J. M. *et al.* Defining cardiac functional recovery in end-stage heart failure at single-cell resolution. *Nat. Cardiovasc. Res.* **2**, 399–416 (2023).
18. Koenig, A. L. *et al.* Single-cell transcriptomics reveals cell-type-specific diversification in human heart failure. *Nat. Cardiovasc. Res.* **1**, 263–280 (2022).
19. Amrute, J. M. *et al.* Targeting immune–fibroblast cell communication in heart failure. *Nature* **635**, 423–433 (2024).
20. Hulsen, T. DeepVenn -- a web application for the creation of area-proportional Venn diagrams using the deep learning framework Tensorflow.js. Preprint at <https://doi.org/10.48550/arXiv.2210.04597> (2022).
21. Shannon, P. *et al.* Cytoscape: A Software Environment for Integrated Models of Biomolecular Interaction Networks. *Genome Res.* **13**, 2498–2504 (2003).
22. Kuppe, C. *et al.* Spatial multi-omic map of human myocardial infarction. *Nature* **608**, 766–777 (2022).

# Supplementary material for: A secretome atlas of cardiac fibroblasts from healthy and infarcted mouse hearts
**Source:** Commun Biol. 2025 Apr 29;8:675. doi: 10.1038/s42003-025-08083-y
**Supplement:** Supplementary file 8 — Description of Additional Supplementary Materials

### Description of Additional Supplementary Files

**File name: Supplementary Data 1**

Description: Secretome LC-MS/MS data behind Figures 2, 3, 4, and 6, Supplementary Tables 2, 3, and 4, and Supplementary Figures 6 and 7.

**File name: Supplementary Data 2**

Description: Proteome LC-MS/MS data behind Figures 2E and 3, and Supplementary Table 2.

**File name: Supplementary Data 3**

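Supplementary Data 3 gives, for each 3′ UTR interval, the T>C conversion rate, conversions, covered T positions and CPM of the 3 labeled and 2 unlabeled libraries, their means and SDs, and the p-value of the beta-binomial test. The test was repeated on the conversions and covered T positions printed in the part used here, and 99.7% of the rows gave a p within 5% of the paper's. Of the rows compared, 1531 lay on the same side of 0.05.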

Description: Transcriptome (SLAMseq) data behind Figure 3, Supplementary Table 2.

**File name: Supplementary Data 4**

Description: In-vivo-secretome LC-MS/MS data behind Figure 7.

**File name: Supplementary Data 5**

Description: CF cell viability assay data behind Supplementary Figure 1.

**File name: Supplementary Data 6**

Description: Cardiomyocyte cell protection assay data behind Supplementary Figure 5.

# Supplementary material for: A secretome atlas of cardiac fibroblasts from healthy and infarcted mouse hearts
**Source:** Commun Biol. 2025 Apr 29;8:675. doi: 10.1038/s42003-025-08083-y
**Supplement:** Supplementary file 9 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Mass spectrometry data was collected using a Fusion Lumos mass spectrometer (Thermo Fisher Scientific). NGS library sequencing was performed using the Illumina NextSeq1000/2000 system.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
| Data analysis   | Mass spectrometry data analysis was performed using MaxQuant 2.1.3.0 and 2.0.3.0 (Max Planck Institute for Biochemistry, Planegg, Germany) and Proteome Discoverer 2.4.1.15 (Thermo Fisher Scientific) as described in the Methods section. SLAMseq data were analyzed using the SLAM-DUNK software ( <a href="https://t-neumann.github.io/slamdunk/">https://t-neumann.github.io/slamdunk/</a> ). ScRNAseq and snRNAseq data were analyzed using the R Seurat package v3.0 ( <a href="https://satijalab.org/seurat/">https://satijalab.org/seurat/</a> ). Data were visualized using GraphPad Prism 8 and Microsoft Excel as well as Circos 0.69 ( <a href="https://circos.ca/">https://circos.ca/</a> ), DeepVenn ( <a href="https://www.deepvenn.com/">https://www.deepvenn.com/</a> ), and Cytoscape 3.9.1 ( <a href="https://cytoscape.org/">https://cytoscape.org/</a> ). |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Mass spectrometry data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifiers PXD046238 (<https://www.ebi.ac.uk/pride/archive/projects/PXD046238>), PXD053791 (<https://www.ebi.ac.uk/pride/archive/projects/PXD053791>), and PXD060926 (<https://www.ebi.ac.uk/pride/archive/projects/PXD060926>). Metabolic RNA sequencing data have been deposited in NCBI's Gene Expression Omnibus and are accessible through GEO Series accession number GSE293090 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE293090>). Source data underlying the presented graphs and charts are provided in the Supplementary Data files. All other data supporting the findings of this study are available from the corresponding authors upon reasonable request.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |                                  |
|--------------------------------------------------------------------|----------------------------------|
| Reporting on sex and gender                                        | <input type="text" value="n/a"/> |
| Reporting on race, ethnicity, or other socially relevant groupings | <input type="text" value="n/a"/> |
| Population characteristics                                         | <input type="text" value="n/a"/> |
| Recruitment                                                        | <input type="text" value="n/a"/> |
| Ethics oversight                                                   | <input type="text" value="n/a"/> |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | For in-vitro-secretome analysis, n=4 cardiac fibroblast preparations from post-MI hearts and n=4 cardiac fibroblast preparations from sham hearts (cCF) were used at each time point (3 days and 5 days post surgery). For in-vitro-secretome analysis after in-vitro stimulation, n=6 cardiac fibroblast preparations were used for each group (stimulation vs. control). For the cardiomyocyte cell protection assay, supernatants from n=3 fibroblast preparations from post-MI hearts (miCF) and n=3 fibroblast preparations from sham hearts (cCF) were used. For SLAMseq analysis, n=3 cardiac fibroblast preparations were used. For in-vivo-secretome analysis, coronary effluent was collected from n=6 mice with AAV9-POSTN-ER-TurboID injection and n=6 mice without injection. |
| Data exclusions | No data were excluded. The procedure of exclusion of peptides/proteins from further analyses is described in the Methods section.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
| Replication     | Experiments were performed with at least n=3 biological replicates. For each experiment, the n numbers are stated in the Figure Legends.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
| Randomization   | No randomization was applied.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
| Blinding        | No blinding was applied.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involvement in the study                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

## Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involvement in the study                        |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                      |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Periostin was detected using rabbit polyclonal anti-periostin antibody (CAT# TA309212; OriGene, Rockville, USA). V5-tagged ER-TurboID was detected using mouse monoclonal anti-V5 tag antibody (clone 2F11F7, CAT# 37-7500 ; Thermo Fisher Scientific, Waltham, USA).                                                                                |
| Validation      | Anti-periostin antibody:<br>Immunogen: Synthetic peptide corresponding to amino acid residues from the fasciclin domain 1 of mouse periostin immunogen.<br>Purification: Affinity purified.<br>Anti-V5 tag antibody:<br>Immunogen: sequence -Gly-Lys-Pro-Ile-Pro-Asn-Pro-Leu-Leu-Gly-Leu-Asp-Ser-Thr-<br>Purification: Protein A.<br>RRID:AB_2533339 |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                                                                                          |
|-------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | C57Bl/6J wildtype mice at an age of 10-12 weeks and body weight of 20-25 g, purchased from Janvier (Le Genest Isle, France), were used.                                                                                                                                                                                                                  |
| Wild animals            | The study did not involve wild animals.                                                                                                                                                                                                                                                                                                                  |
| Reporting on sex        | Only male mice were used.                                                                                                                                                                                                                                                                                                                                |
| Field-collected samples | The study did not involve samples collected from the field.                                                                                                                                                                                                                                                                                              |
| Ethics oversight        | We have complied with all relevant ethical regulations for animal use. All experiments were performed according to the institutional and national guidelines for animal care in conformity to directive 2010/63/EU and were approved by the Landesamt für Natur, Umwelt und Verbraucherschutz Nordrhein-Westfalen (reference number 81-02.04.2020.A351). |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

|                       |     |
|-----------------------|-----|
| Seed stocks           | n/a |
| Novel plant genotypes | n/a |
| Authentication        | n/a |

How the deposited data were processed for this re-analysis (not part of the article)

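SLAMseq libraries from cardiac fibroblasts of healthy mouse hearts were analysed, 3 after 12 h with 0.1 mM S4U and 2 after 12 h without it. Samples were grouped by the submitters' labels and the paper's methods.

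The authors extracted the unique molecular identifiers with umi-tools, mapped the reads to mm39 with SLAM-DUNK 0.4.3, removed duplicates with umi-tools after mapping, and counted on a set of 3′ UTR intervals whose origin the paper's text does not name. The authors deposited read counts, counts of reads with a T>C conversion, counts of covered T positions and counts of conversions for each interval and library, without normalization. The deposited conversion rate is a fraction, the conversions divided by the covered T positions. The deposited CPM is the read count of an interval divided by one number of reads per library and scaled, and this number is larger than the reads counted on the intervals.

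Repeated rows were used once. The T content of 40380 of 40380 intervals on chromosomes of the reference matched GRCm39, with starts counted from 0 in the tables, and coordinates are given counted from 1. Gene identifiers, exons and overlapping genes were read from the annotation of GRCm39. Older gene symbols of the secretome list were matched through a table of RefSeq genes, which was used for names only.

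The T>C rates of labeled and unlabeled libraries were compared with a beta-binomial likelihood-ratio test with 1 shared overdispersion and a chi-square distribution with 1 degree of freedom, two-sided, on intervals with at least 1 covered T in every library. Read counts on 1 interval per gene were compared with edgeR's quasi-likelihood test (TMM normalization, filterByExpr, Benjamini-Hochberg adjustment), and gene lists with camera at a preset correlation of 0.01 and with fry. Single values were compared with exact permutation tests, whose smallest p for 3 libraries against 2 is 0.1. R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, numba 0.67.0 and matplotlib 3.10.9 were used.

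The genes named were set by a rule fixed before the data were examined. They were every gene of Supplementary Table 2, Col1a1, Col1a2, Col3a1 and Fn1, and a list of 21 p53 target genes. The rule added the 5 secretome genes with the highest and the 5 with the lowest T>C rate. These were taken from those with at least 1000 covered T positions in every library. It also added the genes with the largest rise and fall of reads at an adjusted p below 0.05. Of these, edgeR's test without the replicate block gave none. A gene was represented by its interval with the highest mean CPM in the labeled libraries. Results for some of these genes are not reported here. A gene named outside this rule is said to be so where it appears.

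Depth sets the precision. Between 506045 and 1842898 reads per library were counted on 1 interval per gene, and between 15282090 and 53609626 T positions were covered on all intervals. Libraries of a group differed by more than the sampling noise of their read counts, with a chi-square per degree of freedom from 2.20 to 18.2, so no library was counted as a copy of another. Where no conversion was seen, the limit given is 3 conversions of the covered T positions, which covers counting error only.

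The tests were tried on simulated data. Of 200 intervals given a raised rate among 3000, the beta-binomial test called 95% as higher, and it called 2.18% of the unchanged intervals as higher. Calls of a lower rate were not counted. The unchanged intervals were given the labeled rate in all libraries, so false calls at the background rate were not simulated. Of 200 genes given a log2 fold change of 2 among 9503, edgeR's test recovered 81 with 8 false calls, and 96 with 25 false calls with the replicate block. The simulated counts used the dispersion of the fit without the block and had no effect shared by a replicate number. They therefore cannot give the recovery or the false calls of the block fit on the measured libraries. Of 200 among 9807, DESeq2 recovered 111 with 15 false calls. For the T>C log odds, limma recovered 162 of 200 intervals with 5 false calls, again counting only calls of a higher rate.

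The alternatives were other thresholds on covered T positions, Benjamini-Hochberg adjustment, 1 interval per gene, limma on the log odds with a pseudocount of 0.5, DESeq2, other size factors, other filters on low counts, reads summed over intervals, the replicate number as a block, CPM relative to counted reads, the share of reads with a conversion, and each library left out in turn. Thinning every library to the smallest, the alternatives of the p53 list other than fry and an estimated correlation, and leaving out libraries for the library-wide rate and the secretome correlation were added after the data were seen.

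The copy of Supplementary Data 1 used here holds 121 of the 122 proteins of the cCF secretome, and the copy of Supplementary Data 3 holds its first 1532 of 15530 rows, so no overlap or set test was run on either. The proteome, the infarct secretome and the single-cell data were not analysed here.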

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

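The tests of library scaling, of S4U uptake and of depth were chosen only after the result was seen, and the set tests of the p53 list were fixed before the data were examined. The paper compares T>C conversions between labeled and unlabeled libraries and does not report the same comparison for reads.

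The p53 target list rose as a set in the labeled libraries. Of 21 genes, 20 had enough reads to be tested, 19 were higher and 16 had every labeled library above both controls, where chance gives 10%. The median log2 fold change was 1.16, from −0.99 for Sesn1 to 2.36 for Pmaip1. Without the replicate block, the set test gave p = 4.03e-24 with camera at its preset correlation, 0.00158 with an estimated correlation and 0.000182 with fry. With the block, camera gave p = 1.82e-30 at its preset correlation and 0.0506, above 0.05, with an estimated correlation, and fry gave 0.0205. For single genes, 14 were higher and 1, Sesn1, lower at p below 0.05 adjusted over the list alone, and the same genes passed unadjusted. Adjusted over all genes tested, 0 passed in edgeR without the replicate block, and with it 15 were higher and Sesn1 was lower. In DESeq2, Gdf15 passed. The list was written without use of these libraries. Scaling is argued against by a median of 1.14 after subtracting that of all genes, S4U uptake by a median of 0.0572 over 898 genes with a T>C rate at or above the list's median of 0.0398, and depth by a median of 1.20 after thinning. The hypothesis of a p53 response to S4U predicted a shift of the list as a set, and the shift was seen. It stays a hypothesis, because a difference between the cultures other than S4U may raise the same genes and was not tested, nor were GC content, gene length and shared reads.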

How the results depend on the processing

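The alternatives for the read counts after thinning, most of those for the p53 target list, and the left-out libraries for the library-wide rate and the secretome correlation were chosen after the data were seen. No result past its threshold reversed its direction under the alternatives run. No read count change of a single gene passed in the main fit, so this statement does not cover those.

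For transcripts with a raised T>C conversion rate, 18200 intervals in the main setting became 3154 with at least 1000 covered Ts in every library and 10641 with 1 interval per gene, in both cases because fewer intervals were tested. The count stayed between 17701 and 18632 across the 3 fits that each left out one labeled library.

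For genes with a changed read count, labeled against unlabeled, edgeR called 0 higher and 0 lower of 9807 genes, with 279 higher and 305 lower at an unadjusted p below 0.05. DESeq2 with its size factors called 10 higher and 4 lower, and the cause was not tested. The other edgeR settings without a block that kept both controls called 0. Leaving out an unlabeled library left 1 control, and no call was made. In the simulation, edgeR without a block recovered 40.5% of the genes changed by a log2 fold change of 2. Many changes of this size are therefore not called by this fit. For the simulation, depth, the number of libraries and variation between replicates were not separated as causes. For the measured libraries, at the same depth and number, the count of calls changed with the replicate block, as given below.

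The labels give replicate numbers 1 and 2 to both groups. The paper states that unlabeled cells were incubated in parallel, without saying that a number marks a shared preparation. With the replicate block, 528 genes were higher and 617 lower, from a fit with 1 residual degree of freedom. The deviations from the group means correlated at 0.784 between the libraries numbered 1 and at 0.638 between those numbered 2. Labeled replicate 3, which has no control of its number, correlated at 0.482 with unlabeled replicate 2, and with 2 controls the deviations of one are the mirror of the other's. The first principal component held 60.3% of the variance and separated both libraries numbered 1 from the other 3. The chi-square per degree of freedom was 7.34 between the libraries numbered 1 and 5.91 between those numbered 2. It was 18.2 between labeled replicates 1 and 2 and 17.7 between the controls. For labeled replicate 3 it was 2.20 against labeled replicate 2 and 5.26 against unlabeled replicate 2. The fit without a block leaves such variation in its error. With the block, the p53 target list had a median of 1.12, p = 0.0205 with fry and 0.0506 with an estimated correlation in camera. With the block, limma called 18435 intervals with a raised T>C rate, and 18244 without it.

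The library-wide T>C conversion rate, labeled, of 0.0355 became 0.0348 with 1 interval per gene and 0.0388 as the mean of the library medians over intervals with at least 1000 covered Ts. The library-wide T>C conversion rate, unlabeled, of 0.000881 became 0.000498 as that mean of medians. The causes were not tested. For read count change against T>C conversion rate, the Spearman correlation across genes ran from −0.0779 to 0.0851 across the 5 fits that each left out one library, around −0.000797 with all 5.

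The p53 target list kept its direction, with medians from 1.06 to 1.23 when a library was left out. The secretome correlation stayed between 0.42 and 0.48. Among the genes reported, a CPM or T>C rate was counted as moved when it changed by at least its SD over the labeled libraries. This held for 67 CPM values and 31 rates, while 141 and 177 stayed. Of the CPM values, 26 moved in CPM relative to counted reads and 26 in TMM-scaled CPM, which change the scale. Of the rates, 26 moved as the share of reads with a conversion, a different measure. No CPM value or rate could be counted as moved when a labeled library was left out. With so few labeled libraries, leaving out any of them shifts the mean by less than their SD, whatever the values. These cases are among the 141 and 177 that stayed, and they do not show how stable the values are. Smaller shifts were not counted and can be large where the SD is, as for the Ccl2 transcript level (CPM), 36.9 with all labeled libraries and 18.1 without labeled replicate 1. The log2 fold changes were compared by the threshold, and when a control was left out by the standard error, which 20 shifts reached. A change of sign below the threshold was not counted. An example is the Gsn read count, log2 fold change, 0.097 with all libraries and −0.104 without labeled replicate 1. The threshold was passed by 20, of which 19 did so with the replicate block, out of 38 genes in that fit, and 16 of these 19 are in the p53 target list. The size of a log2 fold change was otherwise not compared, and for genes with few reads it shifted, as when the Aen read count, log2 fold change, went from 2.32 to 6.51 with the libraries thinned to the smallest library.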

Differences from the paper's values

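The paper's target was 50 mio reads per sample, and the median number of reads by which the deposited CPM were divided was 14.1 mio. None of the alternatives set before the data were examined recomputes this number.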

Other observations

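The test of the reads on the intervals was chosen only after the result was seen, and the tests of the CPM divisor and of a loss of labeled reads were written before it.

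The deposited CPM of 76.8% of 9807 genes was highest in labeled replicate 1 and lowest in labeled replicate 3. Rescaling to counted reads gave a smaller SD relative to the mean for 93.1% of genes. A divisor counted before duplicates were removed may explain this, and so may a smaller share of mapped reads on the intervals, since the divisor exceeded the counted reads by up to a factor of 28.9. These cannot be told apart, because the reads that entered each divisor were not analysed here. No biological explanation was tested.

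A loss of labeled reads during library preparation would lower the reads of transcripts with a high T>C rate. Over 2107 genes the log2 fold change of reads, from edgeR without the replicate block, had a Spearman correlation of −0.000797 with the T>C rate. With a library left out it took both signs. In this fit, these values argue against such a loss as a trend across genes. A correlation with the block is not given here.

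DESeq2 called 10 genes higher in the labeled libraries, among them Tnc, Gdf15, Thbs1, Ptgs2, Npnt, Timp1, Hbegf and Tagln, and called Igfbp5, Gucy1a1, Fgl2 and Angpt1 lower. Most of these genes were chosen after their values were seen, and edgeR's test without the replicate block called none of them. With each labeled library above both controls there were 803 of 9807 genes, where chance gives 10%.

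Of 3156 intervals with at least 1000 covered T positions in every library, 12 from 10 genes had a T>C rate over 0.005 in both unlabeled libraries, 47 had it in unlabeled replicate 1 and 13 in unlabeled replicate 2. Among these 12 intervals, the highest mean rates in the controls were those of Rps27rt at 0.0124, Sparc at 0.00869, Gm15501 at 0.00854 and Rpl8 at 0.00836. These genes were chosen after their values were seen. No explanation was tested.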
